# RUNX1 is expressed in a subpopulation of dermal fibroblasts and is associated with disease severity of systemic sclerosis

**DOI:** 10.1016/j.ard.2025.10.033

**Published:** 2025-12-11

**Authors:** Rezvan Parvizi, Zhiyun Gong, Helen C. Jarnagin, Diana M. Toledo, Tamar R. Abel, Dillon Popovich, Madeline J. Morrisson, Tammara A Wood, Sasha Shenk, Mrinal K. Sarkar, Olesya Plazyo, Poulami Dey, Anthony Coon, Jake M. Erba, Lam C. Tsoi, Pei-Suen Tsou, Monique E. Hinchcliff, Dinesh Khanna, Jonathan A. Garlick, Johann E. Gudjonsson, Patricia A. Pioli, Michael L. Whitfield

## Abstract

**Objectives:**

The activation of runt-related transcription factor 1 (RUNX1) in fibroblasts has been implicated in wound healing and fibrosis; however, the role of RUNX1 in the fibrotic progression of the autoimmune disease systemic sclerosis (SSc) remains known.

**Methods:**

Leveraging gene expression, genome-wide DNA methylation, and single-cell resolution data of SSc skin and fibroblast, we analysed the impact of *RUNX1* dysregulation in SSc dermal fibrosis. RUNX1 function was subsequently assessed using siRNA, pharmacologic inhibition, and CRISPR knockout in 2-dimensional and 3-dimensional fibroblast cultures.

**Results:**

Analysis of gene expression in multiple cohorts demonstrated an association between the severity of dermal fibrosis and the expression levels of *RUNX1* in the skin of patients with SSc. Epigenomic analyses of methylation identified hypomethylated 5-Cytosine-phosphate-Guanine-3 (CpG) sites proximal to the *RUNX1* gene, implicating their potential role in the increased expression of *RUNX1*. Analysis of single-cell RNA-seq data from skin biopsies of individuals with SSc revealed that *RUNX1* is higher in subpopulations of fibroblasts enriched in SSc, which are believed to contribute to fibrosis. *RUNX1* CRISPR knockout resulted in reduced alpha smooth muscle actin expression. Inhibition of *RUNX1* activity caused a reduction in fibroblast activation, contraction, extracellular matrix components, and proliferation rates, including a reduction in *SFRP4, LUM*, and *COL1A1*.

**Conclusions:**

This study is the first to demonstrate a potential role for *RUNX1* in the pathogenesis of SSc dermal fibrosis. RUNX1 is associated with more severe SSc fibrosis and is associated with a subpopulation of dermal fibroblasts implicated in fibrosis.

## INTRODUCTION

Dermal fibrosis is a major clinical manifestation of systemic sclerosis (SSc) [1,2], which is the result of uncontrolled deposition of extracellular matrix (ECM) by fibroblasts residing in the skin [3]. As dermal fibrosis progresses, patients with SSc experience skin thickening, distortion, and tightening that can limit joint movement and cause significant discomfort [4]. The collective crosstalk between dermal transcriptional patterns, signalling pathways, and epigenetic alterations contributes to fibrotic activation in SSc [3,5]. The modified Rodnan Skin Score (mRSS) is commonly used to quantify the degree and progression of dermal fibrosis and the severity of SSc. There are 2 clinical types of the disease, based on the extent of skin involvement: limited cutaneous SSc (lcSSc) and diffuse cutaneous SSc (dcSSc) [4]. We have developed a molecular classification system based on gene expression changes observed in lesional and nonlesional skin biopsies. This classification categorises patients with SSc into 4 subtypes: inflammatory, fibroproliferative, normal-like, and limited [6]. Through network analyses of transcription factor (TF) activity, we previously identified the *runt-related transcription factor 1* (*RUNX1*) as a key regulator in SSc but its function in SSc was not characterised [7].

RUNX1 is a member of a family of DNA-binding TFs that partners with a constitutively expressed core-binding factor subunit-*β* to form an active heterodimer that regulates the expression of downstream genes. The *RUNX1* gene is located on chromosome 21 and encodes 3 isoforms (a, b, and c) that differ in their N-terminal coding sequences [8]. Expression of *RUNX1* is tightly regulated by transcriptional, translational, and posttranslational mechanisms. Significantly, several studies have documented crosstalk between RUNX1 and profibrotic signalling pathways, including transforming growth factor-*β* (TGF-*β*) [9], Nuclear Factor kB (NF-*κ*B) [10], and Wnt signalling [11]. While the importance of RUNX1 in most haematopoietic cell lineages has been characterised in detail [12], its role in fibroblasts and dermal fibrosis more broadly remains poorly understood.

*RUNX1* is overexpressed in a range of human cancers that are characterised by fibrosis [13–16], including gliomas. There is a direct association between *RUNX1* levels, tumour grade, and the expression of ECM-related genes such as *Fibronectin 1* (*FN1*), *collagen type IV alpha 1 chain* (*COL4A1*), and *Lumican* (*LUM*), which are implicated in the pathogenesis of glioblastoma [17]. While RUNX1 is involved in wound healing, as demonstrated by a recent spatial multiomic analysis showing high RUNX1 activity in inner wound mechanofibrotic fibroblasts that differentiate into a strongly profibrotic cellular subset [18], it is also implicated in pathological fibrosis [19,20]. Additionally, *RUNX1* promotes the development of pulmonary fibrosis and pulmonary arterial hypertension [21,22] and mediates cardiac fibrosis following myocardial infarction [20,23,24]. Synovial biopsies from patients with rheumatoid arthritis and plaque biopsies from patients with atherosclerosis also identified *RUNX1* as a key upregulated TF [25], providing further support for RUNX1 in the pathogenesis of rheumatological and vascular disease.

In this study, we demonstrate for the first time *RUNX1* expression in a subpopulation of dermal SSc fibroblasts and investigate its role in regulating SSc disease severity. Using publicly available skin transcriptional datasets and analysing data from the skin of 200 patients with SSc, we characterise *RUNX1* expression patterns and epigenetic profile, then elucidate the effect of RUNX1 inhibition on ECM regulation and fibroblast function to establish a comprehensive understanding of its role in SSc dermal fibrosis.

## METHODS

A detailed description of the experimental methods, computational procedures, data processing, and statistical analyses can be found in the supplemental material.

## RESULTS

### RUNX1 expression is significantly higher in the skin of patients with diffuse SSc and is associated with a TGF-β fibroblast gene signature

Our prior bioinformatic analyses predicted a role for the *RUNX1* TF in the inflammatory subset of SSc patients [7]. To validate and extend these findings, we analysed a larger cohort of skin biopsies from individuals with SSc and healthy controls to examine the distribution of *RUNX1* expression and to further investigate its correlation with disease severity [7]. Analysis of gene expression data showed significantly increased expression of *RUNX1* in lesional forearm skin biopsies from 86 individuals diagnosed with lcSSc and dcSSc [26]. *RUNX1* was also elevated in samples of nonlesional skin (samples collected from the flank of patients with SSc compared to healthy control nonlesional skin, Fig 1A), suggesting that the disease-specific activation of *RUNX1* is shared between early fibrotic skin and prelesional/prefibrotic skin biopsies. *RUNX1* expression was highest among individuals diagnosed with early dcSSc and decreased over the course of 3 years (Fig 1B, Supplementary Fig S1). Increased expression of *RUNX1* was subsequently confirmed in 5 additional publicly available datasets (GSE9285, GSE32413, GSE125362, GSE97248, and GSE58095), totalling more than 120 individuals with SSc [[6,27–31]] (Supplementary Fig S2A–E, Supplementary Table S1). At baseline, individuals with early disease (defined as biopsies taken less than 2 years since first onset of non-Raynaud’s symptoms) exhibited higher levels of *RUNX1* expression compared with those with a disease duration of greater than 2 years (Supplementary Fig S1). A significant positive correlation was found between *RUNX1* expression and mRSS in 2 separate cohorts [29,31] (*r*^*2*^ = 0.31, *P* = 1.3e-06; *r*^*2*^ = 0.25, *P* = 4.9e-05) (Fig 1C, Supplementary Fig S2F). *RUNX1* was highest among patients with SSc with a higher skin score at the site of biopsy (Supplementary Fig S2G) and those with interstitial lung disease (ILD) (Fig 1D) [7], indicating a potential association between disease severity and *RUNX1* expression levels.

We next set out to identify the cell-type-specific signalling pathways with which *RUNX1* expression was most closely associated. We performed gene set variation analysis (GSVA) to calculate the enrichment scores of fibroblasts, endothelial cells, keratinocytes, and immune cells [32] for 86 individuals at baseline (Supplementary Table S2). Patients with SSc with a high mRSS score (greater than 10) were divided into 2 groups: *RUN-X1*^high^, defined as *RUNX1* expression over 1 SD above the mean, and *RUNX1*^low^. The GSVA scores with the strongest enrichment in patients with *RUNX1*^high^ SSc were the TGF-*β*-activated fibroblast and monocyte/myeloid cell gene signatures (Fig 1E). Hedge’s g effect size was used to identify the magnitude of the difference between groups and confirmed strong enrichment of these pathways (effect sizes of 1.5 and 1.3, respectively). Similarly, evaluation of the Pearson’s correlation between the major cellular signatures and *RUNX1* demonstrated that TGF-*β*-activated fibroblast (*r*^*2*^ = 0.41, *P* = 6e-09) and monocytes/myeloid gene signatures (*r*^*2*^ = 0.39, *P* = 2.5e-08) had the highest correlations with *RUNX1* mRNA expression (Fig 1F).

### RUNX1 is expressed in a subpopulation of SSc-associated fibroblasts

To identify the fibroblast subpopulation(s) expressing *RUNX1*, we analysed publicly available single-cell RNA sequencing (scRNA-seq) data from 12 patients with dcSSc and 10 matched healthy controls (GSE138669) [33]. The skin biopsies in this study were collected from dorsal midforearm, and a single-cell suspension was created through enzymatic digestion. Figure 2A [33] shows the major cell types in a uniform manifold approximation and projection (UMAP) plot after data processing. The total *RUNX1* aggregate expression was then calculated and displayed in each sample. While heterogeneity exists between the patients, *RUNX1* was more highly expressed in dcSSc samples than in healthy control skin samples, in accordance with bulk gene expression analyses (Fig 2B). Notably, the patient with SSc exhibiting the highest *RUNX1* expression levels was in the early stage of the disease (duration of ~10 months; donor ID: SC189).

To examine *RUNX1* expression in the fibroblast subpopulations, the total fibroblast populations were clustered into 10 groups (clusters 0–9). As demonstrated in Figure 2C,D, *RUNX1* was enriched in SSc-enriched subpopulations 2 and 4. Comparison of *RUNX1*^*high*^-with *RUNX1*^*low*^-expressing single cells showed that the fibroblasts with high *RUNX1* expression levels also highly expressed fibrotic genes, including *FN1, LUM, POSTN, Cartilage Oligomeric Matrix Protein (COMP), COL8A1*, and *TNC* (Fig 2E). Analysis of markers identified in SSc-associated profibrotic fibroblasts from prior studies shows that *RUNX1* is expressed in *LGR5*^+^ and *TGF-β1*^+^ cells (Fig 2F). *LGR5*^+^ fibroblasts are associated with ECM degradation and skin remodelling/assembly genes [34]. Moreover, *RUNX1*-expressing fibroblasts are *SFRP2*^+^*/SFRP4*^+^/Col8A1^+^, indicating that these cells are myofibroblast progenitors [33]. Consistent with this result, these subpopulations of fibroblasts also express high levels of *COMP, PRSS23, LUM*, and *DIO2*.

### RUNX1 regulation is associated with the activation of TGF-β1 signalling in SSc fibroblasts

To assess the regulation of *RUNX1* by the TGF-*β*1 signalling pathway, we investigated the expression of RUNX1 in fibroblasts after exposure to exogenous TGF-*β*1. TGF-*β*1 treatment of 3 isolated healthy fibroblasts significantly increased the expression of RUNX1 at the protein level (Fig 3A). We then analysed a previously generated DNA microarray dataset (National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO): GSE12493) consisting of 2 independent SSc fibroblast cell lines, 1 healthy control fibroblast cell line (isolated in parallel), and 1 normal human dermal (NHD) fibroblast cell line obtained from American Type Culture Collection (ATCC), treated with 50 pM TGF-*β*1 [35] (Fig 3A). As shown in Figure 3B, *RUNX1* expression was significantly induced by TGF-*β*1 (relative to vehicle alone treatment) as early as 4 hours after treatment, peaked at 12 hours, and remained elevated until the experimental endpoint at 24 hours. Differential gene expression analyses comparing SSc fibroblasts collected after 12 hours of TGF-*β*1 treatment with baseline showed significantly elevated levels of *RUNX1* and *CBFB* mRNA (Fig 3C). Analysis of the differentially expressed pathways using Reactome showed that the top pathways associated with high *RUNX1* expression in SSc fibroblasts after TGF-*β*1 exposure were ‘ECM organisation’, ‘signalling by TGF-*β* family members’, and ‘IL4 and IL13 signalling’ (Fig 3D).

To investigate whether inhibition of TGF-*β* would reduce *RUNX1* expression in SSc skin, we analysed data from a clinical trial of fresolimumab conducted by Rice et al [30]. Fresolimumab is a human monoclonal antibody that binds to and inhibits all 3 isoforms of TGF-*β* (TGF-*β*1–3). In this study, participants were divided into 2 treatment arms: 1 that received 2 low-dose infusions of fresolimumab and another that received 1 high-dose infusion. Midforearm skin biopsies were collected at baseline and 3, 7, and 24 weeks after treatment. While no significant changes were observed in samples analysed at 24 weeks post-treatment, expression of *Thrombospondin 1 (THBS1)*, which was used as a biomarker of TGF-*β* pathway activation, was decreased 3 and 7 weeks after treatment in patients who received high-dose fresolimumab. *RUNX1* expression decreased with fresolimumab treatment, paralleling *THBS1* expression (Supplementary Fig S3A). Analysis of the TGF-*β* fibroblast gene signature at baseline and 3 weeks after a single high-dose treatment with fresolimumab showed that TGF-*β*-associated genes had decreased expression (Supplementary Fig S3B). Consistent with inhibition of *RUNX1* and *THBS1*, expression of *CBFB, CCL2, COMP, TGFB1, ACTA2, COL4A1*, and *FN1* was attenuated in 5 of 7 patients that received high-dose fresolimumab (Supplementary Fig S3C). Collectively, these data imply that TGF-*β* signalling regulates the expression of *RUNX1* in SSc skin.

### Inhibition of RUNX1 reduces the ECM signature

To investigate the mechanism by which RUNX1 activity regulates SSc fibroblast activation, we isolated single-cell suspensions from SSc fibroblasts treated with siRNA targeting RUNX1 (siRUNX1) and a nontargeting control (siNC) as input for scRNA-seq (Fig 3E, Supplementary Table S3). 

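Dermal fibroblasts of 2 patients with SSc, kept as 2 lines (line 1 and line 2), were each treated with siRUNX1 or with siNC at 1 µM for 72 hours. This gave 4 libraries, 1 per line and treatment, so each treatment had 2 replicates that came from separate donors. The cells were fixed and their RNA was read with the 10X Genomics fixed RNA assay, which counts probes ligated on each transcript with unique molecular identifiers (UMIs). Genes of ribosomal proteins were not among those with probes. The authors deposited the raw UMI counts per gene and cell barcode of each library, made with Cell Ranger 8.0.1 on hg38. The supplementary methods also describe a merging of the libraries with the aggr pipeline. The files used here hold the libraries separately, with no depth equalised between them. Barcodes with at least 200 genes and under 10% of UMIs on mitochondrially encoded genes were kept. The kept cells held 33961946 UMIs in the siNC library and 48391065 in the siRUNX1 library of line 1. In line 2 they held 3563715 UMIs with siNC and 14519870 with siRUNX1. The median per cell was 6411 and 3773 UMIs in line 1 and 733 and 3328 UMIs in line 2, with siNC first. Cells of a library are not replicates, so UMIs were summed per library and siRUNX1 was compared with siNC by edgeR's quasi-likelihood test with TMM scaling and Benjamini-Hochberg adjustment. Levels are given as UMIs normalised to the library total (CPM) without TMM scaling, and ratios of siRUNX1 to siNC within a line are given after it. Their exact 95% intervals cover counting error only. The share of cells with a transcript, the cell cycle phase and the module scores depend on the UMIs per cell. For these, each cell was thinned at random to 1000 UMIs and shallower cells were left out, which removed 9.37% of siNC and 2.77% of siRUNX1 cells in line 1 and 72.6% and 5.59% in line 2. Such values are given without a test, and an exact test of 2 libraries against 2 would allow no two-sided p below 0.33.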

Quality-controlled single-cell data yielded 7544 siRUNX1 and 5738 siNC cells, with an average of 1387 genes and 2768 transcripts per cell. 

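The siNC libraries held 4737 barcodes in line 1 and 5360 in line 2, and the siRUNX1 libraries held 11707 and 4247. The filter left 4590 and 4311 siNC cells, 8901 in all, and 11580 and 3720 siRUNX1 cells, 15300 in all. The siRUNX1 library of line 1 therefore gave most of the siRUNX1 cells. A mean of 2240 genes per cell was detected with siNC and 1654 with siRUNX1 in line 1. In line 2 the means were 557 genes with siNC and 1795 with siRUNX1. Over the 24201 cells of both treatments the mean was 1591 genes and 4150.1 UMIs per cell. The paper's text names no cell filter for these libraries. With the filter it gives for its skin data, 200 to 2500 genes and under 5% mitochondrial reads, 3437 siNC and 9717 siRUNX1 cells were left, with a mean of 1391 genes and 3109 UMIs per cell.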

Consistent with single-cell transcriptomic analyses of skin biopsies, we selected highly variable genes and performed UMAP-based dimensionality reduction and clustering (Fig 3E, Supplementary Fig S4A). As indicated in Figure 3F, *RUNX1* and *CBFB* expression were markedly reduced following knockdown (KD) in siRUNX1-transfected cells. 

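*RUNX1* (ENSG00000159216), the target of the siRNA, was measured at 132 CPM with siNC and 85.7 CPM with siRUNX1 in line 1, a ratio of 0.703 (exact 95% interval 0.674 to 0.733). In line 2 it was measured at 129.6 CPM with siNC and 120.4 CPM with siRUNX1, a ratio of 0.932 (0.841 to 1.04). A difference in line 2 was therefore not detectable at this depth, and a ratio under 0.841 lay outside its interval. *CBFB* (ENSG00000067955), which encodes the partner subunit that stabilises RUNX proteins on DNA, was at 42.5 CPM with siNC and 35.3 CPM with siRUNX1 in line 1, a ratio of 0.897 (0.836 to 0.963). In line 2 it was at 49.4 and 37.5 CPM, a ratio of 0.763 (0.643 to 0.910). Without the barcodes of cluster 7, a cluster of few UMIs per cell, the *CBFB* ratio was 0.938 (0.871 to 1.01) in line 1, an interval that includes 1. The ratio of *RUNX2* was 0.816 in line 1 and 1.04 in line 2, and that of *RUNX3* was 0.872 and 0.904. Across both lines the log2 fold change was −0.31 for *RUNX1* (standard error 0.25, adjusted p = 1.0 from edgeR's quasi-likelihood test) and −0.27 for *CBFB* (standard error 0.22, adjusted p = 1.0 from the same test). None of the 4 genes of the RUNX family and its partner passed the test, also when adjusted over the list alone, and limma's camera gave the list an adjusted p of 0.0912. After thinning, a *RUNX1* UMI was found in 13.4% of siNC and 8.46% of siRUNX1 cells of line 1 and in 10.8% and 12.0% in line 2. A *CBFB* UMI was found in 5.29% and 3.27% of these cells in line 1 and in 5.25% and 3.87% in line 2. The siNC shares of line 1 rest in part on cluster 7, where 31.5% of such cells held a *RUNX1* UMI and 11.3% a *CBFB* UMI, against 5.71% to 13.3% and 1.07% to 6.92% in clusters 1, 3, 4 and 6. In these 4 clusters in turn, *RUNX1* shares of line 1 were 5.71%, 12.1%, 13.3% and 9.30% with siNC and 5.95%, 8.75%, 12.4% and 7.02% with siRUNX1. For *CBFB* they were 1.07%, 4.50%, 6.92% and 3.54% with siNC and 2.36%, 3.35%, 4.78% and 1.17% with siRUNX1. Without thinning, the shares over all clusters were 50.1% and 27.7% for *RUNX1* in line 1, siNC first, and 10.1% and 34.5% in line 2. For *CBFB* they were 23.4% and 12.9% in line 1 and 3.94% and 13.0% in line 2. In the same thinned cells the ratio of *RUNX1* CPM, without TMM scaling, was 0.574 (0.520 to 0.634) in line 1 and 1.16 (0.956 to 1.42) in line 2, so no lower *RUNX1* level was measured with siRUNX1 in line 2 at matched depth. No order is read from the thinned *RUNX1* share of line 2, which goes against the CPM over all cells, and no cell type that lacks *RUNX1* was present to give the background of free RNA.

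**Figure D1:**
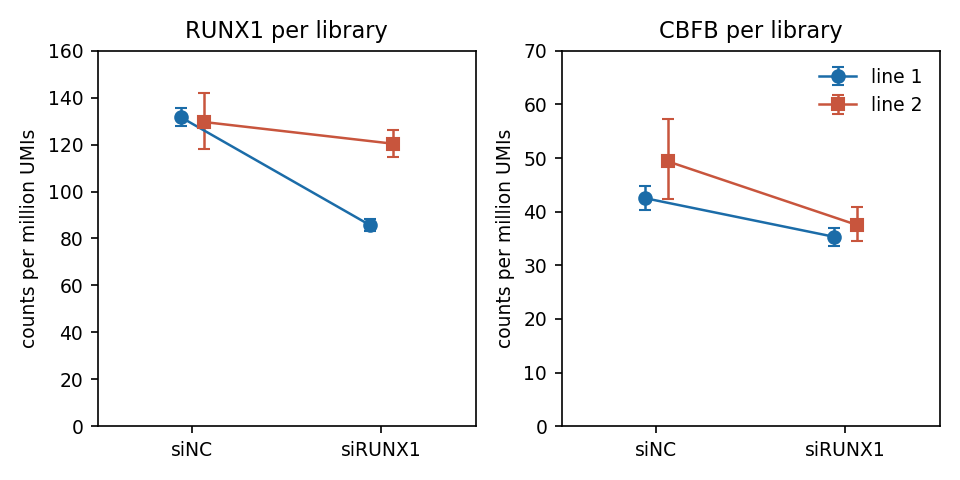
Level of RUNX1 (left) and CBFB (right) in each library, in CPM before TMM scaling, with siNC and siRUNX1 on the horizontal axis. Points are libraries, lines join the 2 libraries of a fibroblast line, and bars are exact Poisson 95% intervals for counting error only. RUNX1 stands at 85.7 in the siRUNX1 library of line 1 and between 120.4 and 132 in the other 3 libraries.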

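Leiden clustering of the siNC and siRUNX1 cells of both lines, on 2000 variable genes, 30 principal components and a resolution of 0.5, gave 9 clusters. In 6 of them, numbered 1, 3, 4, 5, 6 and 8 by size, between 11 and 14 of 16 fibroblast markers such as *PDGFRB*, *THY1* and *PRRX1* were detected in at least 10% of cells, and these clusters were called fibroblast-like. The name rests on detection, since among their 10 leading genes only cluster 6 had a fibroblast marker and cluster 3 had the smooth muscle gene *MYH11*, and 10 to 13 of 17 keratinocyte markers passed the same share of cells. Cluster 9, with 105 cells, was called proliferating. Cluster 2, with 4419 cells and a median of 724 UMIs, and cluster 7, with 1219 cells and a median of 1057 UMIs, were left unnamed. Keratinocyte genes led the former, and the latter had few UMIs for its library with no fibroblast marker among its 10 leading genes. Both the fibroblast lines and the treatments were unevenly spread over the clusters. With the 4 libraries scaled to the same number of cells, between 81.5% and 99.9% of each cluster came from 1 line.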

Subsequent clustering analysis identified 10 distinct fibroblast subpopulations (Fig 3G,H). In contrast to fibroblast subpopulations observed in skin tissue, these clusters exhibited reduced functional heterogeneity, as reflected by the top differentially expressed markers in each cluster (Fig 3I). 

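The leading genes of the 4 large line 1 clusters were at low folds over the other cells. Cluster 1 was led by *LTBP1*, which encodes a binding protein of latent TGF-*β*, at 752 CPM and a fold of 1.96, and by *COL15A1* at a fold of 1.88. Cluster 3 was led by *ASPN*, which encodes the small proteoglycan asporin, at a fold of 1.85, with *HAPLN1* at 1.67. Cluster 4 was led by *FTL*, the ferritin light chain gene, at a fold of 3.12. Cluster 6 was led by *GABRE* at 2.61. The fibroblast-like clusters of line 2 stood farther apart. Cluster 5 was led by *KRTAP1-5* at a fold of 9.16, with *ENPP1* at 7.36, and cluster 8 by *CLDN11* at 49.5 and *MEST* at 42.7. Both unnamed clusters had leading genes that are not fibroblast genes. The epidermal keratins *KRT1* (1712 CPM, a fold of 8.99), *KRT2* (8.74) and *KRT5* (8.54) led cluster 2, and *CEP295NL* (12.7) and *RSRP1* (11.8), the latter encoding a protein related to splicing factors, led cluster 7. These genes define the clusters and are given as descriptions, without a test.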

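With siNC and siRUNX1 scaled to the same total, as the paper did, siRUNX1 cells made up 96.9% of cluster 5, 88.0% of cluster 1, 78.9% of cluster 8, 76.7% of cluster 4 and 70.9% of cluster 3. They made up 15.3% of cluster 7, 5.75% of cluster 6 and 3.00% of cluster 2. These clusters followed single libraries. Of the 3046 cells of cluster 5, 2976 came from the siRUNX1 library of line 2, and of the 5267 cells of cluster 1, 4850 came from that of line 1. Of the 2119 cells of cluster 6, 1918 came from the siNC library of line 1, and 4095 cells of cluster 2 came from that of line 2. When cells were thinned before clustering, 3 of 8 clusters were made up of siRUNX1 cells by over 66.7% after scaling, and a further 1 by 52.7%, against 5 of 9 over 66.7% without thinning, and siNC and siRUNX1 cells of a line then shared most of the larger clusters. In line 1, 59.1% of siNC and 45.9% of siRUNX1 cells lay in a cluster led by the collagen genes *COL7A1* and *COL6A3*. Another held 13.4% of siNC and 30.3% of siRUNX1 cells of line 1, and a cluster led by *RSRP1* and *PILRB* held 15.8% and 0.124%. In line 2, 72.9% of siNC and 66.2% of siRUNX1 cells lay in a cluster led by *KRTAP1-5* and *HAND2*, and 21.4% and 21.9% in another led by *MMP1*, *ENPP1* and *COL8A1*. With 1 library per line and treatment, one of the clusters above that is mostly of 1 library may be that library and not a fibroblast type. These clusters could not be matched to the numbered clusters of the paper.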

Notably, clusters 0 and 8 were predominantly composed of siRUNX1-derived cells (Fig 3H).

Cell cycle analysis revealed a decrease in the G2/M phase genes in siRUNX1 cells compared to siNC transfectants (Supplementary Fig S4B). Moreover, the small proliferative cluster 9 was primarily composed of siNC fibroblasts Supplementary Fig S5 and is identified with cell cycle markers such as *KIF20A, CEP55*, and *MKI67* (Fig 3I). This suggests that RUNX1 is essential for fibroblast proliferation *in vitro.* Differential expression analysis between siRUNX1 and siNC fibroblasts identified a substantial number of differentially expressed genes in the RUNX1 KD samples. 

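Of 54 measured genes of the G2/M phase, listed before the data were examined, 6 were higher with siRUNX1 in both lines, 7 were lower in both and 41 went opposite ways, and none passed edgeR's quasi-likelihood test, also when adjusted over the list alone. Their median log2 ratio was 0.43 in line 1 and −0.32 in line 2, which were not tested by line. For *TUBB4B*, a tubulin gene, it was 0.45 and −0.30, for *SMC4*, a condensin gene, 0.34 and −0.18, and for *RANGAP1* 0.34 and −0.51. Of 41 genes of the S phase, 10 were higher in both lines, 9 were lower in both and 22 went opposite ways. Their median log2 ratio was 0.18 in line 1 and −0.28 in line 2, with *TYMS*, which encodes thymidylate synthase, at 0.45 and 0.19 and *PCNA*, the replication clamp gene, at 0.41 and 0.25. limma's camera gave an adjusted p of 0.904 for the G2/M list and 0.941 for the S list. The median log2 fold change of the G2/M list across both lines was −0.02. It was −0.63 and 0.91 without the siNC library of line 1 or of line 2, and 0.12 and −0.34 without the siRUNX1 library of line 1 or of line 2. In these fits the treatments no longer hold the same lines, so the values also hold the difference between lines. In cells thinned before summing the median was −0.30.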

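The proliferating cluster, led by *MKI67*, *TOP2A*, *RRM2* and *KIF20A*, held 6 of the siNC cells of line 1 (0.131%, Clopper-Pearson 95% interval 0.0480 to 0.284) and 24 of the siRUNX1 cells (0.207%, 0.133 to 0.308). In line 2 it held 41 siNC cells (0.951%, 0.683 to 1.29) and 34 siRUNX1 cells (0.914%, 0.634 to 1.27). With siNC and siRUNX1 scaled to the same total, siNC cells made up 58.2% of the cluster, and in this clustering the intervals of both treatments overlap within each line. In the summed counts, *MKI67*, which marks cycling cells, was at 1.68 CPM with siNC and 4.69 CPM with siRUNX1 in line 1, a ratio of 3.02 (exact 95% interval 2.25 to 4.11). In line 2 it was at 19.1 and 9.02 CPM, a ratio of 0.475 (0.352 to 0.646). *KIF20A*, which encodes a mitotic kinesin, was at 0.972 and 1.59 CPM in line 1 and at 10.1 and 7.37 CPM in line 2. *CEP55*, which acts at the end of cytokinesis, was at 0.913 and 1.61 CPM in line 1 and at 8.98 and 6.89 CPM in line 2. Of the 10 proliferation markers, 1 was higher with siRUNX1 in both lines, 2 were lower in both and 7 went opposite ways, and none passed edgeR's test. When cells were thinned before clustering, the cluster held 0.168% of siNC and 0.195% of siRUNX1 cells in line 1, and 2.80% (1.93 to 3.91) and 0.854% (0.577 to 1.22) in line 2, where the intervals do not overlap and 1180 of 4311 siNC cells had been kept.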

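Among genes at 10 CPM or more that went the same way in both lines by at least 1.5-fold, those of smallest p were taken, 8 in each direction. None of these 16 passed the test (adjusted p = 1.0 for each from edgeR's quasi-likelihood test). Higher with siRUNX1 were *PDGFD*, a growth factor gene of the PDGF family (log2 fold change 0.79, standard error 0.33), *ASAH1*, which encodes the lysosomal acid ceramidase (0.61, standard error 0.27), and *MMP1*, the interstitial collagenase gene (1.37, standard error 1.09). The others were *F2RL2* (0.87), *LAPTM5* (0.87), *SLC38A4* (1.07), *MAB21L1* (0.86) and *AKR1C2* (0.67). Lower with siRUNX1 were *LUC7L3*, which encodes a splicing factor (−1.13, standard error 0.30), *NKTR* (−1.28, standard error 0.38), *CREBZF* (−1.39), *WSB1* (−0.85), *SMG1*, the kinase gene of nonsense-mediated decay (−0.87), *GRK4* (−0.79), *HSPA1A* (−0.73) and *GOLGA8B* (−1.36). Of these 8 genes all but *HSPA1A* were also higher in cluster 7, which held 20.2% of siNC cells of line 1, than in the other cells, from 4.44-fold for *SMG1* and 5.58-fold for *GRK4* to 11.3-fold for *CREBZF*. With the fibroblast line as a block on thinned cells, an alternative added after the data were seen, *PDGFD* passed (adjusted p = 0.0189 from edgeR), as did *NKTR*, *CREBZF*, *WSB1* and *LUC7L3* (adjusted p from 0.000375 to 0.00110 from edgeR), and none of them passed without the barcodes of cluster 7. Their log2 fold changes kept their sign but came out smaller. They went from 1.16 (standard error 0.27) to 1.01 (0.21) for *PDGFD* and from −2.05 (0.38) to −1.72 (0.30) for *NKTR*. The others went from −2.14 (0.40) to −1.61 (0.33) for *CREBZF*, −1.45 (0.28) to −1.12 (0.21) for *WSB1* and −1.54 (0.31) to −1.12 (0.24) for *LUC7L3*. The standard errors did not rise, and the calls ended as edgeR's prior degrees of freedom fell from 214.4 to 8.43. Counts of *AKR1C2*, *HSPA1A* and *GOLGA8B* are uncertain, since each has near-identical paralogs. Of 12679 genes tested, edgeR called 0 higher and 0 lower, with 0 and 43 at an unadjusted p under 0.05, and DESeq2 called 0 and 0, with 1 and 33 unadjusted. The balance at an unadjusted p depended on the fit. With the fibroblast line as a block, edgeR called 0 and 0, with 250 higher and 322 lower unadjusted. DESeq2 with the block called 0 and 1, with 167 and 89 unadjusted. Between the lines, the log2 ratios of siRUNX1 to siNC had a Pearson correlation of −0.26 and a Spearman correlation of −0.02 across genes, which are not independent replicates, and 52.3% of genes went the same way. The first principal component, with 73.9% of the variance, separated line 1 from line 2. Without the siNC library of line 1, edgeR called 189 genes lower, of which 13 were keratinocyte markers such as the keratins, but this fit sets the siNC library of line 2 alone against both siRUNX1 libraries, whose spread is the only one it has, and no effect of the treatment is read from it. On counts simulated at these depths, the test recovered 0 of 100 genes changed 4-fold, and 100 of 100 with the fibroblast line as a block. Of 100 genes changed 2-fold it recovered 0, and 26 with the block, which also made 6 false calls.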

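Of the 27 genes that Supplementary Table S4 names under collagen formation, 12 were lower with siRUNX1 in both lines, 3 were higher in both and 12 went opposite ways. Of 45 genes it names under ECM organisation, 16 were lower in both lines, 9 were higher in both and 20 went opposite ways. Of 16 genes under collagen degradation, 8 were lower in both and 1 was higher in both, and of 18 under integrin cell surface interactions, 10 were lower in both and 1 was higher in both. The paper chose these genes on the same cells, so their direction is not independent evidence. Over all 612 genes that the table names, 296 were higher with siRUNX1 in both lines and 116 were lower in both. Of 27 genes fixed before the data were examined that process and crosslink collagen, 10 were higher with siRUNX1 in both lines and 5 were lower in both, with log2 ratios of 0.48 and 0.37 in lines 1 and 2 for *LOXL1* and −0.24 and −0.33 for *LOXL2*, which both encode lysyl oxidases, and 0.18 and −0.29 for *SERPINH1*, the collagen chaperone gene. limma's camera gave this list an adjusted p of 0.401. Of 25 genes of matrix proteases and their inhibitors, also fixed beforehand, 16 were higher in both lines and 0 were lower in both, with *CTSB* (cathepsin B) at 0.53 and 0.06, *TIMP1*, an inhibitor of metalloproteinases, at 0.45 and 0.28 and *MMP2* at 0.01 and 0.14. Their median log2 fold change was 0.18 (adjusted p = 0.00149 from camera, and adjusted p = 0.742 with an estimated correlation). No gene of any of these lists passed edgeR's test. The copy of Table S4 used here holds 981 of the 982 pathways that its adjusted values imply.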

Functional pathway analysis of the top 15 upregulated and downregulated pathways demonstrated significant alterations in collagen synthesis, degradation, assembly, and ECM organisation (Fig 3J, Supplementary Table S4). Accordingly, key molecules involved in ECM and fibroblast activation, including *ACTA2* (alpha smooth muscle actin [*α-*SMA]), *COL1A1, COL4A1, FN1, LUM, COL8A1, COMP*, and *LGR5* were all expressed at a lower percentage in siRUNX1 fibroblasts, particularly in clusters 0 and 8 compared with clusters 3, 4, and 6 (Fig 3K), suggesting RUNX1 promotes myofibroblast transition.

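Over all cells *COL1A1*, the gene of the main chain of type I collagen, was lower with siRUNX1 in both lines, while *LUM*, *ACTA2* and *COL8A1* were higher in both. *COL1A1* was at 118579 CPM with siNC and 97521 CPM with siRUNX1 in line 1 and at 44094 and 33816 CPM in line 2, log2 ratios of −0.17 and −0.38. *LUM*, which encodes the collagen-binding proteoglycan lumican, was at 1565 and 2724 CPM in line 1 and 2602 and 3085 CPM in line 2, log2 ratios of 0.91 and 0.25. *ACTA2* was at 1004 and 1547 CPM in line 1 and 2024 and 2527 CPM in line 2, log2 ratios of 0.73 and 0.33, and *COL8A1* had log2 ratios of 0.27 and 0.60. *COL4A1*, a basement membrane collagen gene, had log2 ratios of −0.13 and −0.00. Over all cells the lines went opposite ways for *FN1* (−0.09 and 0.11), *COMP* (−0.42 and 0.14), *THBS1* (−0.19 and 0.19) and *LGR5* (0.27 and −0.80). These directions depend on the UMIs per cell. In line 2 cells of 1000 to 3000 UMIs the ratio of CPM, without TMM scaling, was 0.708 (0.678 to 0.739) for *ACTA2*, 0.888 (0.855 to 0.921) for *LUM* and 1.05 (0.980 to 1.12) for *COL8A1*, and in cells thinned before summing it was 0.973, 1.01 and 1.25. In cells of 1000 to 3000 UMIs of lines 1 and 2 it was 1.50 and 0.773 for *FN1*, 1.34 and 0.633 for *COMP*, 0.967 and 0.923 for *THBS1*, 1.46 and 0.804 for *COL1A1* and 1.46 and 0.645 for *COL4A1*, and 3.42 for *LUM*, 2.12 for *ACTA2* and 1.34 for *COL8A1* in line 1, where 528 of the 717 siNC cells are of cluster 7. In thinned cells *FN1* (0.873 and 0.924), *COMP* (0.759 and 0.775) and *COL1A1* (0.820 and 0.788) were lower with siRUNX1 in both lines. *COL4A1* was at 0.890 (0.830 to 0.955) and 0.884 (0.761 to 1.03) in these cells, and *THBS1* was at 0.771 and 1.05. *LGR5* was at 1.02 (0.914 to 1.14) and 0.573 in thinned cells, and at 0.937 (0.775 to 1.14) and 0.597 in cells of 1000 to 3000 UMIs. Across both lines the log2 fold change was −0.22 for *COL1A1* (standard error 0.96), 0.56 for *LUM* (0.41) and 0.49 for *ACTA2* (0.44), and none of the 9 genes passed (adjusted p = 1.0 for each from edgeR's quasi-likelihood test). The sign for *COL1A1* turned without the siNC library of line 1 (0.86) and without the siRUNX1 library of line 2 (0.38), fits in which the treatments no longer hold the same lines. With the line as a block the log2 fold change was −0.27 (standard error 0.18) for *COL1A1*, 0.58 (0.23) for *LUM* and 0.53 (0.20) for *ACTA2*. None of these passed with the block either (adjusted p = 0.903 for each from edgeR's quasi-likelihood test). Of 25 contractile and myofibroblast genes fixed before the data were examined, 10 were higher with siRUNX1 in both lines, 3 were lower in both and 12 went opposite ways, with *TAGLN* at log2 ratios of 0.48 and −0.26, *MYL9* at 0.42 and −0.05 and *CALD1* at 0.16 and 0.08. Their median log2 fold change was 0.14 (adjusted p = 0.0238 from limma's camera, and adjusted p = 0.742 with an estimated correlation). After thinning, 100% of cells of every library held a *COL1A1* UMI, 99.5% to 99.9% an *FN1* UMI and 90.2% to 98.6% a *THBS1* UMI. With siNC first, the shares in line 1 were 20.7% and 19.3% for *COL4A1*, 59.3% and 86.0% for *LUM*, 37.1% and 52.6% for *ACTA2*, 11.5% and 13.6% for *COL8A1*, 21.0% and 17.3% for *COMP* and 8.10% and 8.45% for *LGR5*. In line 2 they were 17.5% and 15.5% for *COL4A1*, 86.4% and 81.2% for *LUM*, 81.6% and 69.0% for *ACTA2*, 49.6% and 54.0% for *COL8A1*, 24.7% and 18.2% for *COMP* and 5.42% and 3.10% for *LGR5*. Without thinning, siNC and siRUNX1 shares were 82.3% and 96.4% in line 1 and 73.3% and 93.7% in line 2 for *LUM*, between 67.9% and 86.4% in the 4 libraries for *ACTA2*, and 58.7% and 47.2% in line 1 and 13.2% and 37.4% in line 2 for *COL4A1*. In that order they were 40.5%, 35.3%, 37.3% and 77.0% for *COL8A1*, 45.3%, 37.7%, 17.2% and 36.6% for *COMP*, 26.1%, 23.0%, 4.62% and 9.65% for *LGR5*, and at least 92.9% in every library for *COL1A1*, *FN1* and *THBS1*. No order is read from the thinned shares of *FN1* in either line and of *LUM*, *ACTA2*, *COMP* and *THBS1* in line 2, which go against the CPM over all cells, although the CPM of the thinned cells of line 2 goes with these shares for *FN1*, *ACTA2* and *COMP*, and no cell type that lacks these genes was present as a background.

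**Figure D2:**
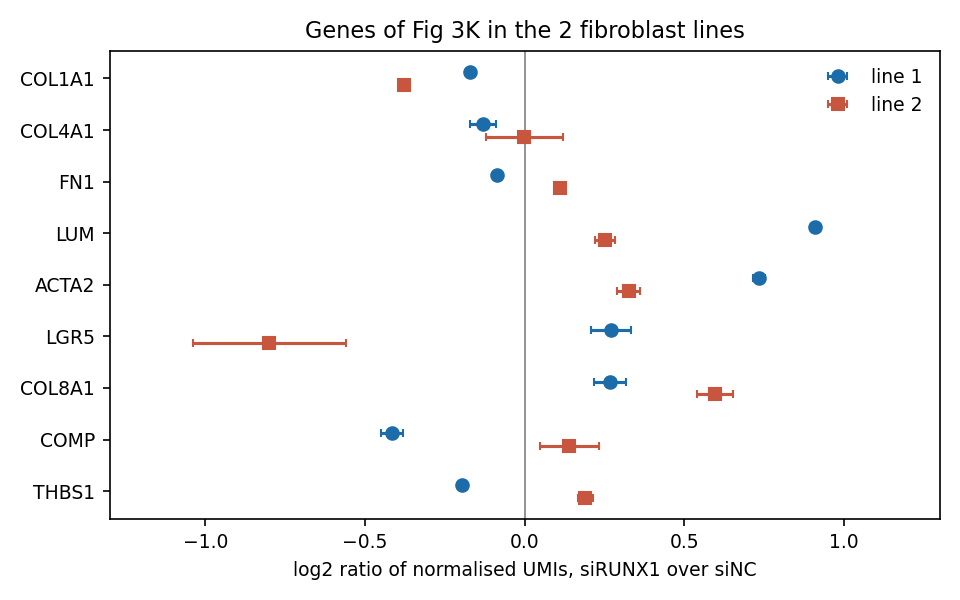
Log2 ratio of TMM-normalised UMIs of siRUNX1 to siNC (horizontal axis) in each fibroblast line for the 9 genes of Fig 3K. Points are lines 1 and 2, the vertical line marks equal levels, and bars are exact 95% intervals for counting error only. LUM, ACTA2 and COL8A1 lie to the right of it in both lines (LUM at 0.91 and 0.25), COL1A1 to the left in both, and FN1, LGR5, COMP and THBS1 lie on opposite sides.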

To illustrate the capacity for ECM involvement by different fibroblast clusters and the effect of RUNX1 KD, we compared the module score based on the gene set from the ECM organisation pathway in the Reactome database as well as other significantly altered pathways such as collagen formation, Tricarboxylic Acid Cycle (TCA) cycle, fibroblast activation and migration (Fig 3L,M, Supplementary Fig S4C,D). Fibroblasts transfected with siRUNX1 exhibited a decreased ECM module score compared with siNC fibroblasts, with the most pronounced reductions observed in clusters 0 and 8 (Fig 3L,M). This suggests that reduced RUNX1 activity via siRNA downregulates collagen gene expression, disrupts ECM organisation, and reduces the activated fibroblast subpopulations.

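An ECM score over 121 genes of collagens, matrix glycoproteins and collagen enzymes, the mean log value of the genes less that of expression-matched control genes, averaged 1.03 over siNC and 1.07 over siRUNX1 cells of line 1. In line 2 it averaged 0.848 and 0.821. With the 45 genes that Supplementary Table S4 names under ECM organisation, the score averaged 1.60 with siNC and 1.53 with siRUNX1 in line 1 and 1.09 and 1.05 in line 2. These genes were chosen by the paper on the same cells. The SD over cells of this score was between 0.193 and 0.397 in the 4 libraries. Of 50 matrix glycoprotein and proteoglycan genes fixed before the data were examined, 24 were higher with siRUNX1 in both lines, 3 were lower in both and 23 went opposite ways. *SPARC*, which encodes a collagen-binding glycoprotein, had log2 ratios of 0.10 and −0.24, and *TGFBI* −0.12 and 0.18. The median log2 fold change of this list was 0.18 (adjusted p = 0.00203 from limma's camera, and adjusted p = 0.789 with an estimated correlation). It was −0.32 without the siRUNX1 library of line 1, −0.0484 without the siNC library of line 2 and 0.60 without that of line 1. In these fits the treatments no longer hold the same lines, so the values also hold the difference between lines. The median was −0.12 in fibroblast-like clusters alone, which keep 170 of 4311 siNC cells of line 2. Without thinning, the score of the Table S4 genes averaged 1.69 with siNC and 1.68 with siRUNX1 in line 1 and 1.06 and 1.18 in line 2, and the score of 121 genes averaged 1.16, 1.22, 0.776 and 0.958 in the same order. The full Reactome list is not in the sources used here, so the scores rest on other genes than those of Fig 3L.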

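Of 31 measured collagen chain genes, listed before the data were examined, 12 were lower with siRUNX1 in both lines, 5 were higher in both and 14 went opposite ways. *COL1A2*, the gene of the second chain of type I collagen, was at log2 ratios of −0.03 in line 1 and −0.37 in line 2. *COL6A1* and *COL6A2*, genes of microfibrillar collagen, were at −0.11 and −0.04 in line 1 and at 0.13 and 0.20 in line 2. The median log2 ratio of the list was −0.11 in line 1 and 0.03 in line 2. No collagen gene passed edgeR's test, also when adjusted over the list alone, and the median log2 fold change of −0.10 did not stand apart from the other genes (adjusted p = 0.830 from limma's camera). It was 0.49 without the siNC library of line 1 and 0.11 without the siRUNX1 library of line 2, and −0.57 and −0.70 without either of the other libraries. Such fits no longer hold the same lines in both treatments, so these values also hold the difference between lines. From the lower ECM module score of siRUNX1 fibroblasts, the paper proposes that reduced RUNX1 activity lowers collagen gene expression, disturbs the organisation of the ECM and diminishes activated fibroblast subpopulations.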

### Epigenetic dysregulation of RUNX1 in SSc fibroblasts

To evaluate the epigenetic state of *RUNX1* in SSc fibroblasts, we conducted genome-wide DNA methylation profiling using Illumina’s Infinium Methylation EPIC array to characterise fibroblasts in either 2-dimensional (2D) culture or in a 3-dimensional (3D) self-assembled (SA) skin-like tissue model culture [36,37]. Clinical characteristics of the patients with dcSSc and healthy donors are provided in Supplementary Tables S3 and S5. Two skin biopsies were collected from each donor, with 1 biopsy taken from forearm skin (lesional) and the other from flank skin (nonlesional). DNA was extracted from fibroblasts in 2D culture or in 3D SA tissues. The methylation EPIC array was used to assess cytosine methylation at over 850,000 CpG sites across the genome. Once processed, data were filtered based on the most variated methylated sites; 592 CpG sites passed this filter and were hierarchically clustered by beta values (Fig 3A, Supplementary Table S6). The beta value shows the degree of DNA methylation at a specific genomic locus, where 0 represents completely unmethylated CpG sites and 1 represents completely methylated CpG sites.

Samples clustered based on the most variable probes and were grouped primarily by the type of culture (ie, 2D or 3D) and then by the type of sample (ie, SSc or healthy) (Fig 4A). In 1 set of samples, differences were noted in several CpG sites when comparing fibroblasts from lesional vs nonlesional skin isolated from the same donor, suggesting that anatomic, site-specific differences in methylation patterns exist in isolated cells. To determine if the method of cell culture (2D vs 3D) significantly impacts the epigenetic landscape of SSc or healthy donor fibroblasts, we performed probe-wise differential methylation analysis between SSc and healthy samples in each culture type using the limma package. As shown in Figure 4B, 34,126 CpGs were found to be significantly hypomethylated in 2D cultured fibroblasts and 42,821 CpGs were hypermethylated in SSc samples relative to healthy controls. In 3D culture, 26,314 and 32,352 CpGs were hypomethylated and hypermethylated, respectively, in SSc samples compared with healthy controls. Among all significant CpGs (hypo- or hypermethylated), 40,106 were common between the 2D and 3D culture, which suggests that the culture system may affect cytosine methylation rates in fibroblasts (Fig 4B). However, it is possible that these differences in CpG methylation may not translate to altered gene regulation and pathway activity. Therefore, we used the top significant probes to analyse the enrichment of Reactome pathways using the methylGSA package, which accounts for the number of CpGs per gene. As shown in Figure 4C, there were significant pathway differences between SSc fibroblasts and healthy control cells in both 2D and 3D culture, while no significant pathway differences were identified as a result of differences in culturing conditions.

Significantly, analysis of the most highly variable CpG sites identified 1 CpG annotated at the *RUNX1* genomic locus (cg01265860, located on the positive/sense strand of ch21:36256316), ie, hypomethylated in all SSc fibroblasts compared to healthy control fibroblasts. Moreover, we also found additional probes—including cg09019048 and cg10011479 on the sense strand and cg13808022 on the antisense strand—that were located on the *RUNX1* locus and were also hypomethylated (Fig 4D, Supplementary Fig S5). Hypomethylation in a gene on the sense strand is often associated with increased gene expression. While methylation on the antisense strand may not directly impact the expression of the gene, it can play a regulatory role potentially through effects on RNA stability or processing.

Next, the differentially methylated regions (DMRs) between SSc and healthy fibroblasts were analysed to identify proximal CpGs that are concordantly differentially methylated (Supplementary Table S7). Figure 4E shows the *RUNX1* locus on chromosome 21 using the hg19 reference genome. The *RUNX1* gene is indicated and common CpG islands are shown (Fig 4E). Several DMRs were evident between SSc and healthy control fibroblasts, and analysis of the average beta values of CPGs at DMRs surrounding *RUNX1* demonstrated that the SSc samples were hypomethylated at almost all the sites compared to healthy controls (Fig 4E). For validation, we treated 3 healthy and 3 SSc-isolated fibroblasts with a DNA methyltransferase inhibitor, 5-Aza-2′-deoxycytidine (5-AZA). This commonly results in passive DNA demethylation over successive cell divisions and reactivation of epigenetically silenced gene. After 72 hours, we observed a significant upregulation of *RUNX1* expression in healthy fibroblasts (Fig 4F), suggesting that this gene is epigenetically repressed under normal conditions and can be reactivated upon DNA demethylation. There was no change in the gene expression in SSc fibroblasts consistent with the hypomethylated state of RUNX1 in these cells. Taken together, our data suggest that the significantly elevated *RUNX1* expression observed in patients with SSc is due to epigenetic dysregulation, and DNA methylation plays a regulatory role in controlling *RUNX1* expression in fibroblasts.

### RUNX1 is required for fibroblast activation, proliferation, and contraction

To determine the effect of RUNX1 deletion in fibroblasts, we generated the RUNX1 knockout (KO) in human dermal fibroblasts using a CRISPR/Cas9 (Associated Protein 9) system (Supplementary Fig S6). Validation of the KO clone was performed by sequencing and western blotting to confirm loss of RUNX1 protein. RUNX1 protein was eliminated in CRISPR-generated RUNX1 KO fibroblast and maintained at the same level under the TGF-*β*1-induced condition (Fig 5A). We evaluated the expression of *α*-SMA, a key marker of myofibroblast activation, using immunofluorescence staining. We observed a significant reduction in *α*-SMA expression in the *RUNX1* KO fibroblasts compared to wild-type. This decrease was further corroborated by quantitative measurements of *α*-SMA protein levels as well as *ACTA2* gene expression, both of which showed consistent downregulation in the KO cells. Importantly, this reduced expression of *α*-SMA protein and *ACTA2* mRNA was maintained even under stimulation with TGF-*β*1 (Fig 5B–D). These findings suggest that the *RUNX1* KO attenuates the fibrotic response mediated by TGF-*β*1.

The compound Ro5–3335 has been reported to directly interact with RUNX1 and its heterodimeric partner CBF*β*, repressing RUNX1/CBF*β*-dependent transactivation in reporter assays [38]. Therefore, we hypothesised that Ro5–3335 would attenuate SSc fibroblast activation and contraction by inhibiting RUNX1 activity. To test this, we treated 3 lines of TGF-*β*1-activated SSc fibroblasts with Ro5–3335. As shown in Figure 5E, the levels of ECM component genes such as *FN1, COL1A1, LUM,* and *SFRP4* were significantly reduced by 20 μM Ro5–3335. Other concentrations of Ro5–3335 were tested on several markers, confirming that the effect is concentration dependent (Supplementary Fig S7). Furthermore, Ro5–3335 reduced the proliferation rate of fibroblasts over the course of 3 days (Fig 5F). Inhibition of RUNX1 activity by Ro5–3335 also significantly reduced the ability of NHD fibroblasts to contract collagen gel matrices (Fig 5G,H).

Next, we assessed the effect of RUNX1 inhibition on dermal matrix formation using the 3D SA tissue model (Fig 5I). This *in vitro* SSc model recapitulates the fibrotic SSc phenotype present in the skin of patient with SSc as previously determined by histology and transcriptomics [36,37]. We observed that RUNX1 inhibitor, Ro5–3335, reduced the total area of tissues in healthy (n = 3) and most SSc lines (3 of 4 lines) (Fig 5J,K). Furthermore, time-course analysis demonstrated a sustained reduction in matrix formation after 1, 2, and 3 weeks of RUNX1 inhibition compared to the control (Fig 5G). Collectively, these results demonstrate that RUNX1 regulates key ECM gene expressions, fibroblast cell proliferation, matrix formation, and contractility in a collagen gel matrix and indicates an important role for RUNX1 as a driver of pathogenic SSc fibroblast activation.

## DISCUSSION

Efforts to fully characterise SSc dermal fibroblast heterogeneity and translational states are limited by tissue scarcity, anatomic site-specific differences, and a paucity of reliable fibroblast subset markers [39]. Defining SSc-specific fibroblast regulatory programmes that drive fibrosis, or conversely promote regeneration, is essential for achieving favourable healing outcomes. This work establishes *RUNX1* as a key player in the regulation of SSc fibroblast activation. We demonstrated that *RUNX1* is enriched in both the lesional and nonlesional skin of patient with SSc, with the highest expression in patients with dcSSc. Because *RUNX1* is aberrantly expressed in both lesional and nonlesional skin, *RUNX1* may be a driver of SSc pathogenesis in a prelesional state [32]. Additionally, higher expression of *RUNX1* is correlated with increased disease severity in patients with SSc, as evidenced by a greater risk for elevated mRSS and the presence of ILD.

Konkimalla et al [40] have recently shown that *RUNX1* is a key driver of alveolar fibroblast transitional states in multiple lung-injury mouse models, and that loss of *Runx1* decreases pulmonary levels of ECM components and their assembly. However, the mechanisms by which RUNX1 controls the expression of ECM components in TGF-*β*-activated fibroblasts are not yet clear. In this regard, TGF-*β* signalling is known to enhance fibrogenesis and to stimulate the production of ECM components, including collagen, fibrillin, laminin, fibronectin, proteoglycans, and elastin [41–43]. Previous studies have shown that RUNX1 is essential for mesenchymal stem cell proliferation and myofibroblast differentiation, and associates with the SMAD-dependent TGF-*β* signalling pathway to directly bind promoters and enhancers of multiple cell-state-specific genes related to cell proliferation and migration [9,44–46]. Consistent with these results, we demonstrated that the inhibition of RUNX1 via Ro5–3335 reduced dermal fibroblast proliferation, contraction, and 3D *in vitro* tissue matrix formation. Recognising that Ro5–3335 may have off-target effects, we used multiple methods to eliminate RUNX1 function. Collectively, these data provide additional support for RUNX1 as an integral driver of fibroblast activation in both 2D culture and a more biologically relevant 3D tissue culture.

Moreover, *RUNX1* upregulation is a hallmark of several other fibrotic diseases. For example, *RUNX1* is expressed in human retinal microvascular endothelial cells in proliferative vitreoretinopathy [47]. In agreement with our findings, inhibition of RUNX1 activity resulted in a significant reduction of retinal lesion size and reduced migration, proliferation, and tube formation of human retinal microvascular endothelial cells *in vitro* [47–49]. Overexpression of *RUNX1* is associated with enhanced liver fibrosis [50], and RUNX1 inhibition significantly mitigates pathology in models of pulmonary fibrosis [22]. RUNX1 binds to the transcriptional coactivator Yes-Associated Protein 1 (YAP), a key regulator in the Hippo signalling pathway, which has a role in differentiation and homeostasis of myofibroblast and the endothelial-to-mesenchymal-transitioning fibroblasts in SSc [51,52].

We have also demonstrated that *RUNX1* is hypomethylated in the SSc-derived fibroblast genome, indicating that the increased *RUNX1* expression observed in patients with SSc is likely due to dysregulation at the epigenetic level. 5-AZA treatment increased expression in healthy but not SSc fibroblasts consistent with these methylation results. Using single-cell multiomic analysis, we showed that *RUNX1* is enriched in a subpopulation of fibroblasts in an SSc-derived self-assembled skin-equivalent (saSE) tissue model at levels similar to those observed in SSc skin biopsies [53]. Using a single-cell sequencing assay for transposase-accessible chromatin (scATAC-seq), this study identified a fibroblast subpopulation with elevated TF motifs for *RUNX1* and *RUNX2*, together with *SMAD3, SMAD5*, and *NFKB1* [53]. This population was also characterised by increased expression of multiple collagens and profibrotic genes, including *POSTN* and *LUM* [53]. In light of DNA methylation and enriched chromatin accessibility data, which indicate higher TF motif accessibility, these observations imply that SSc fibroblasts are more susceptible to activation and differentiation under the influence of RUNX1.

Recent scRNA-seq from SSc skin biopsies identified distinct dermal SSc dermal fibroblast subsets [33,34,51,54]. An increased proliferation of *SFRP2*^*hi*^*PRSS23*^+^ fibroblasts, which represent a putative myofibroblast progenitor population, with *RUNX1*^*high*^ activity was identified in SSc skin [33]. Notably, dysregulation of associated genes in the *Wnt* signalling pathway, *SFRP2* and *SFRP4* (*Secreted Frizzled-Related Protein 2 and 4*), has been implicated in the pathogenesis of fibrosis disease [55]. Another scRNA-seq and scATAC-seq study identified a distinct SSc-specific subpopulation of fibroblasts termed as *LGR5*^+^-scleroderma-associated fibroblasts [34]. Our data demonstrated that *RUNX1*^*high*^ fibroblasts are *LGR5*^+^, suggesting that *RUNX1* is an SSc fibroblast TF that contributes to the altered phenotype and function of these cells. Another study by Ma et al [51] identified 2 major clusters of *SFRP*^+^ fibroblasts and *COL8A1*^+^ fibroblasts. *COL8A1*^+^ fibroblasts were located in the deeper dermis of SSc skin and expressed high levels of *ACTA2, SFRP4, POSTN*, and *PRSS23*, and also had the highest ECM score. We show here that *RUNX1* is activated in *COL8A1*^+^ cells. Regardless of the variation among the fibroblast subpopulations reported in the different cohorts, *RUNX1* expression is consistently linked to either the myofibroblast or SSc-specific fibroblast or progenitor population.

This study combines human skin data from multiple platforms and cohorts, ranging from bulk microarray to scRNA-seq, to validate of our findings at different levels of resolution. Leveraging gene expression, DNA methylation, and single-cell data of SSc fibroblasts, we discovered unique associations between disease-specific subpopulations of fibroblasts and *RUNX1*, which may serve as a potential novel therapeutic target for SSc. As *RUNX1* activity is tissue specific, our study is limited by the identification of the direct target genes in SSc fibroblasts. A limitation of our study is the use of only 2 to 3 biological replicates in the inhibition assays. Given the significant heterogeneity of RUNX1 expression observed across patients, a larger sample size is needed to capture the full biological variability. Additionally, our work in part relied on Ro5–3335, a compound with low potency and specificity; as such, results obtained with this inhibitor cannot be directly extrapolated to the clinical setting. Continued development of next-generation RUNX1 inhibitors with improved pharmacological properties is essential. Finally, future research should incorporate more advanced preclinical models, including *in vivo*, and patient-derived systems to thoroughly investigate RUNX1’s role and assess whether the inhibition of RUNX1 is sufficient to block disease progression and reverse established dermal fibrosis.

## Supplementary Material

Supp_material

Supp_table

Supplementary material associated with this article can be found in the online version at doi:10.1016/j.ard.2025.10.033.

## Figures and Tables

**Figure 1.**
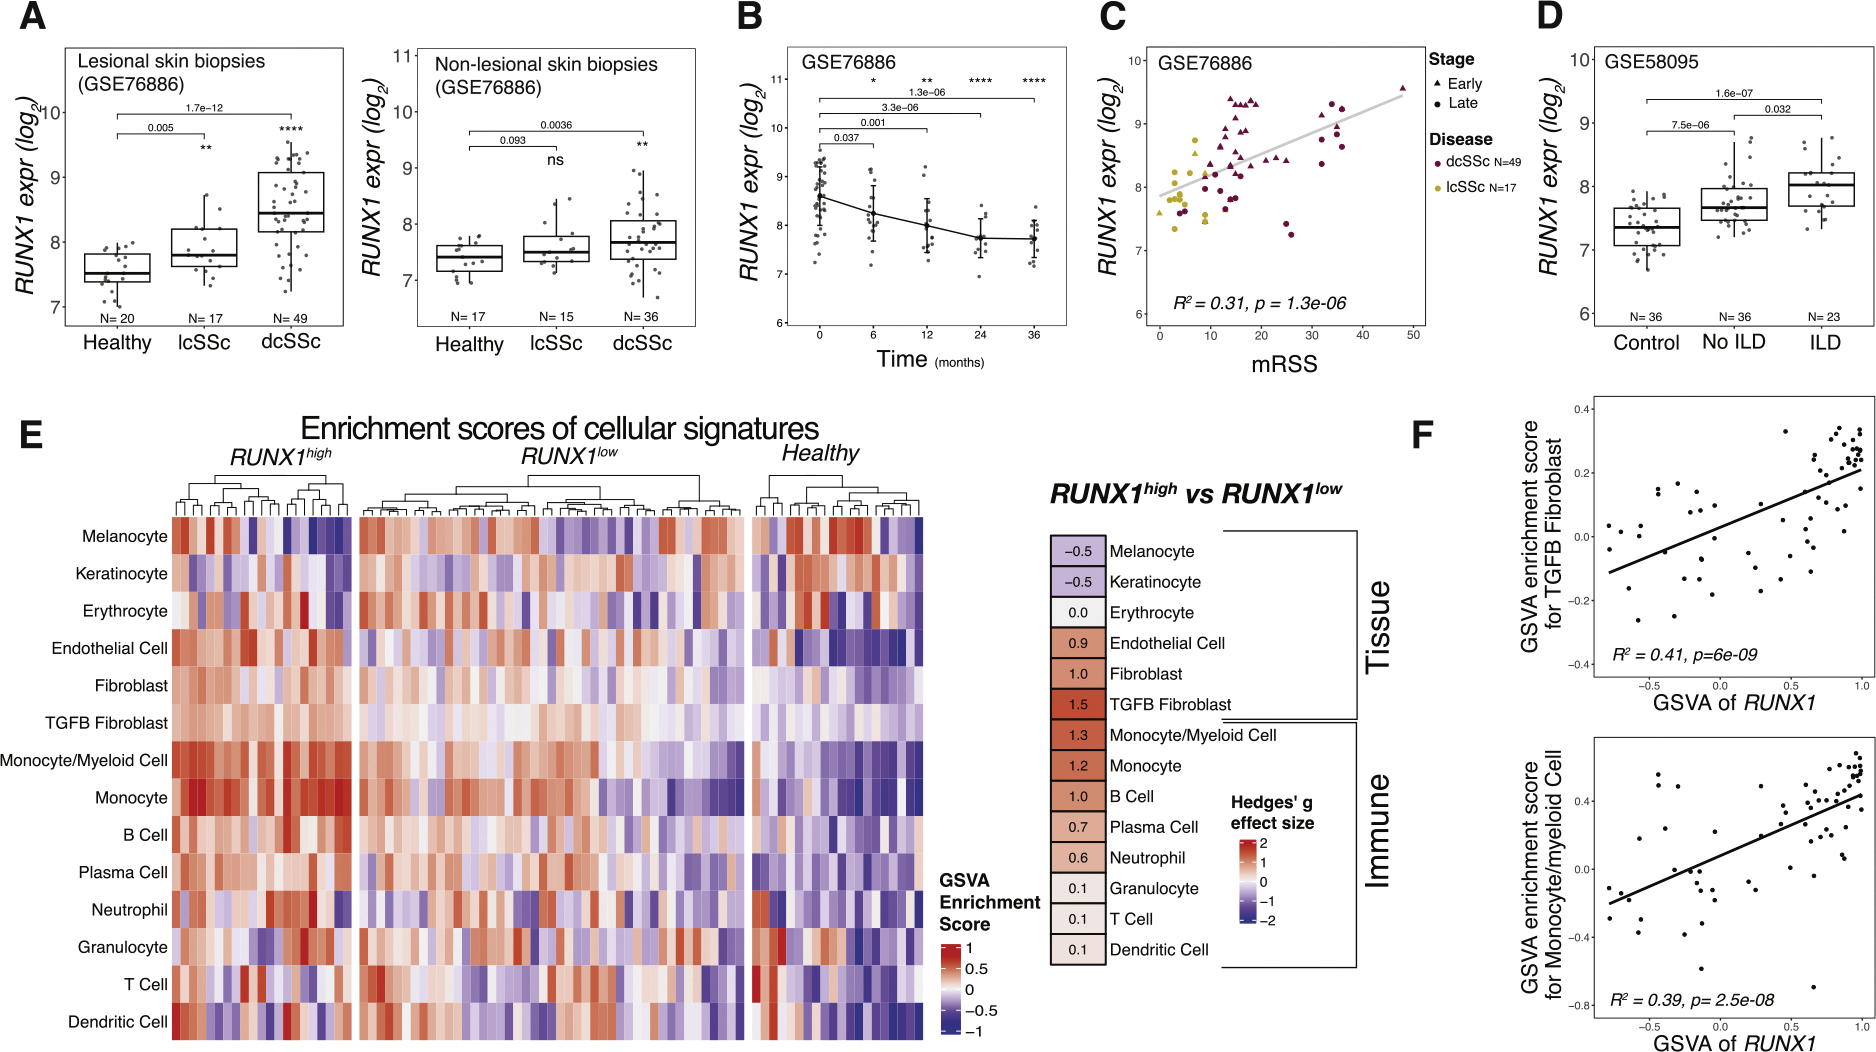
*RUNX1* expression is significantly higher in the skin of patients with dcSSc and is associated with TGF-*β* fibroblast and myeloid cell signatures. (A) *RUNX1* expression rate in forearm (lesional) skin biopsies of dcSSc (*N* = 49), lcSSc (*N* = 17), and healthy (*N* = 20) individuals and in flank (nonlesional) skin biopsies of dcSSc (*N* = 36), lcSSc (*N* = 15), and healthy (*N* = 17) individuals. (B) The expression rate of *RUNX1* over the course of 3 years (data presented for 0, 6, 12, 24, and 36 months). (C) Correlation between *RUNX1* expression and mRSS skin score at baseline for both lcSSc (yellow) and dcSSc (red) (*N* = 66); early-stage patients are shown as a triangle and late-stage patients as a circle. (D) *RUNX1* expression rate in healthy donors (*N* = 36), patients with ILD (*N* = 23), and patients without ILD (*N* = 36) at baseline. (E) GSVA enrichment scores of main cellular signatures in healthy (*N* = 20), patients with *RUNX1*^high^ (*N* = 21), and patients with *RUNX1*^low^ (*N* = 45). Hedge’s g effect size of *RUNX1*^high^ vs *RUNX1*^low^ is presented in the graph. (F) Correlation between the TGF-*β* fibroblast and monocyte and myeloid cell signatures with *RUNX1*. dcSSc, diffuse cutaneous SSc; GSVA, gene set variation analysis; ILD, interstitial lung disease; lcSSc, limited cutaneous SSc; mRSS, modified Rodnan Skin Score; RUNX1, runt-related transcription factor 1; TGF-*β*, transforming growth factor-*β*.

**Figure 2.**
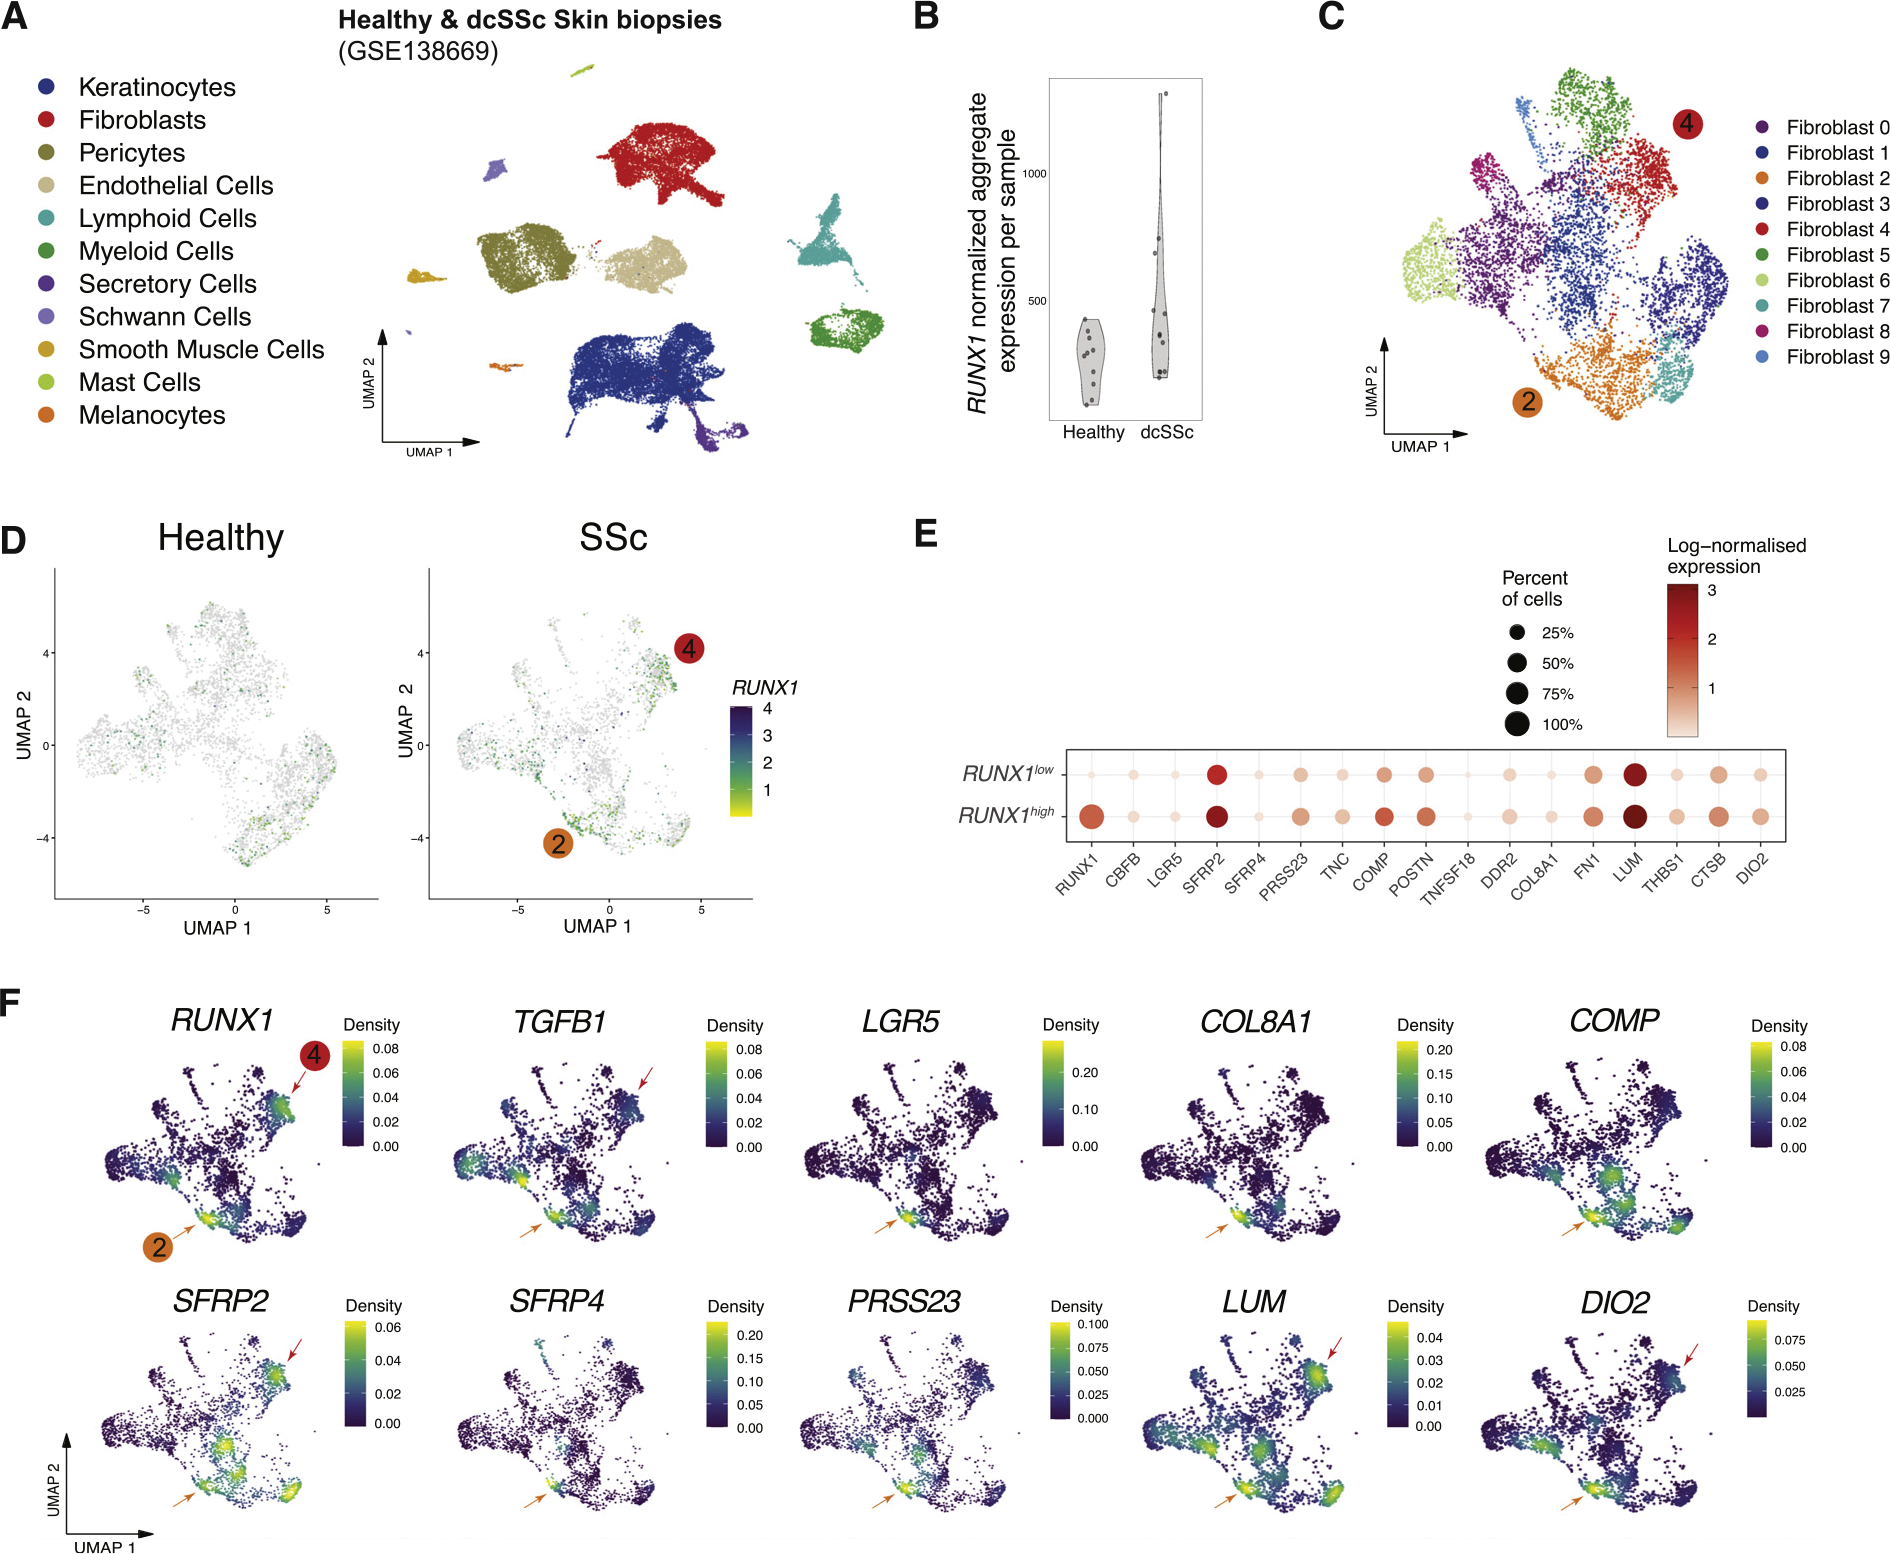
Enrichment of *RUNX1* in SSc-specific fibroblast subpopulations. (A) UMAP projection of cell types identified in the Tabib et al., [33] scRNA-seq of forearm skin biopsies. (B) *RUNX1*-normalised aggregate expression of 10 samples from healthy donors and 12 from patients with dcSSc. (C) UMAP projection of 10 fibroblast subpopulations (clusters 0–9). Two fibroblast populations of 2 and 4 are marked, which are enriched in SSc samples. (D) Feature plots of *RUNX1* expression in healthy and SSc fibroblasts. Two *RUNX1*-expressing fibroblast clusters are marked with their respective numbers. (E) The log-normalised expression rate of main differentially expressed genes between *RUNX1*^*high*^- and *RUNX1*^*low*^-expressing SSc fibroblasts. (F) Density plots of *RUNX1* and major SSc-relevant markers within SSc fibroblast subpopulations. Arrows indicate clusters 2 and 4 of SSc-specific subpopulations of fibroblasts. dcSSc, diffuse cutaneous SSc; RUNX1, runt-related transcription factor 1; scRNA-seq, single-cell RNA sequencing; SSc, systemic sclerosis; UMAP, uniform manifold approximation and projection.

**Figure 3.**
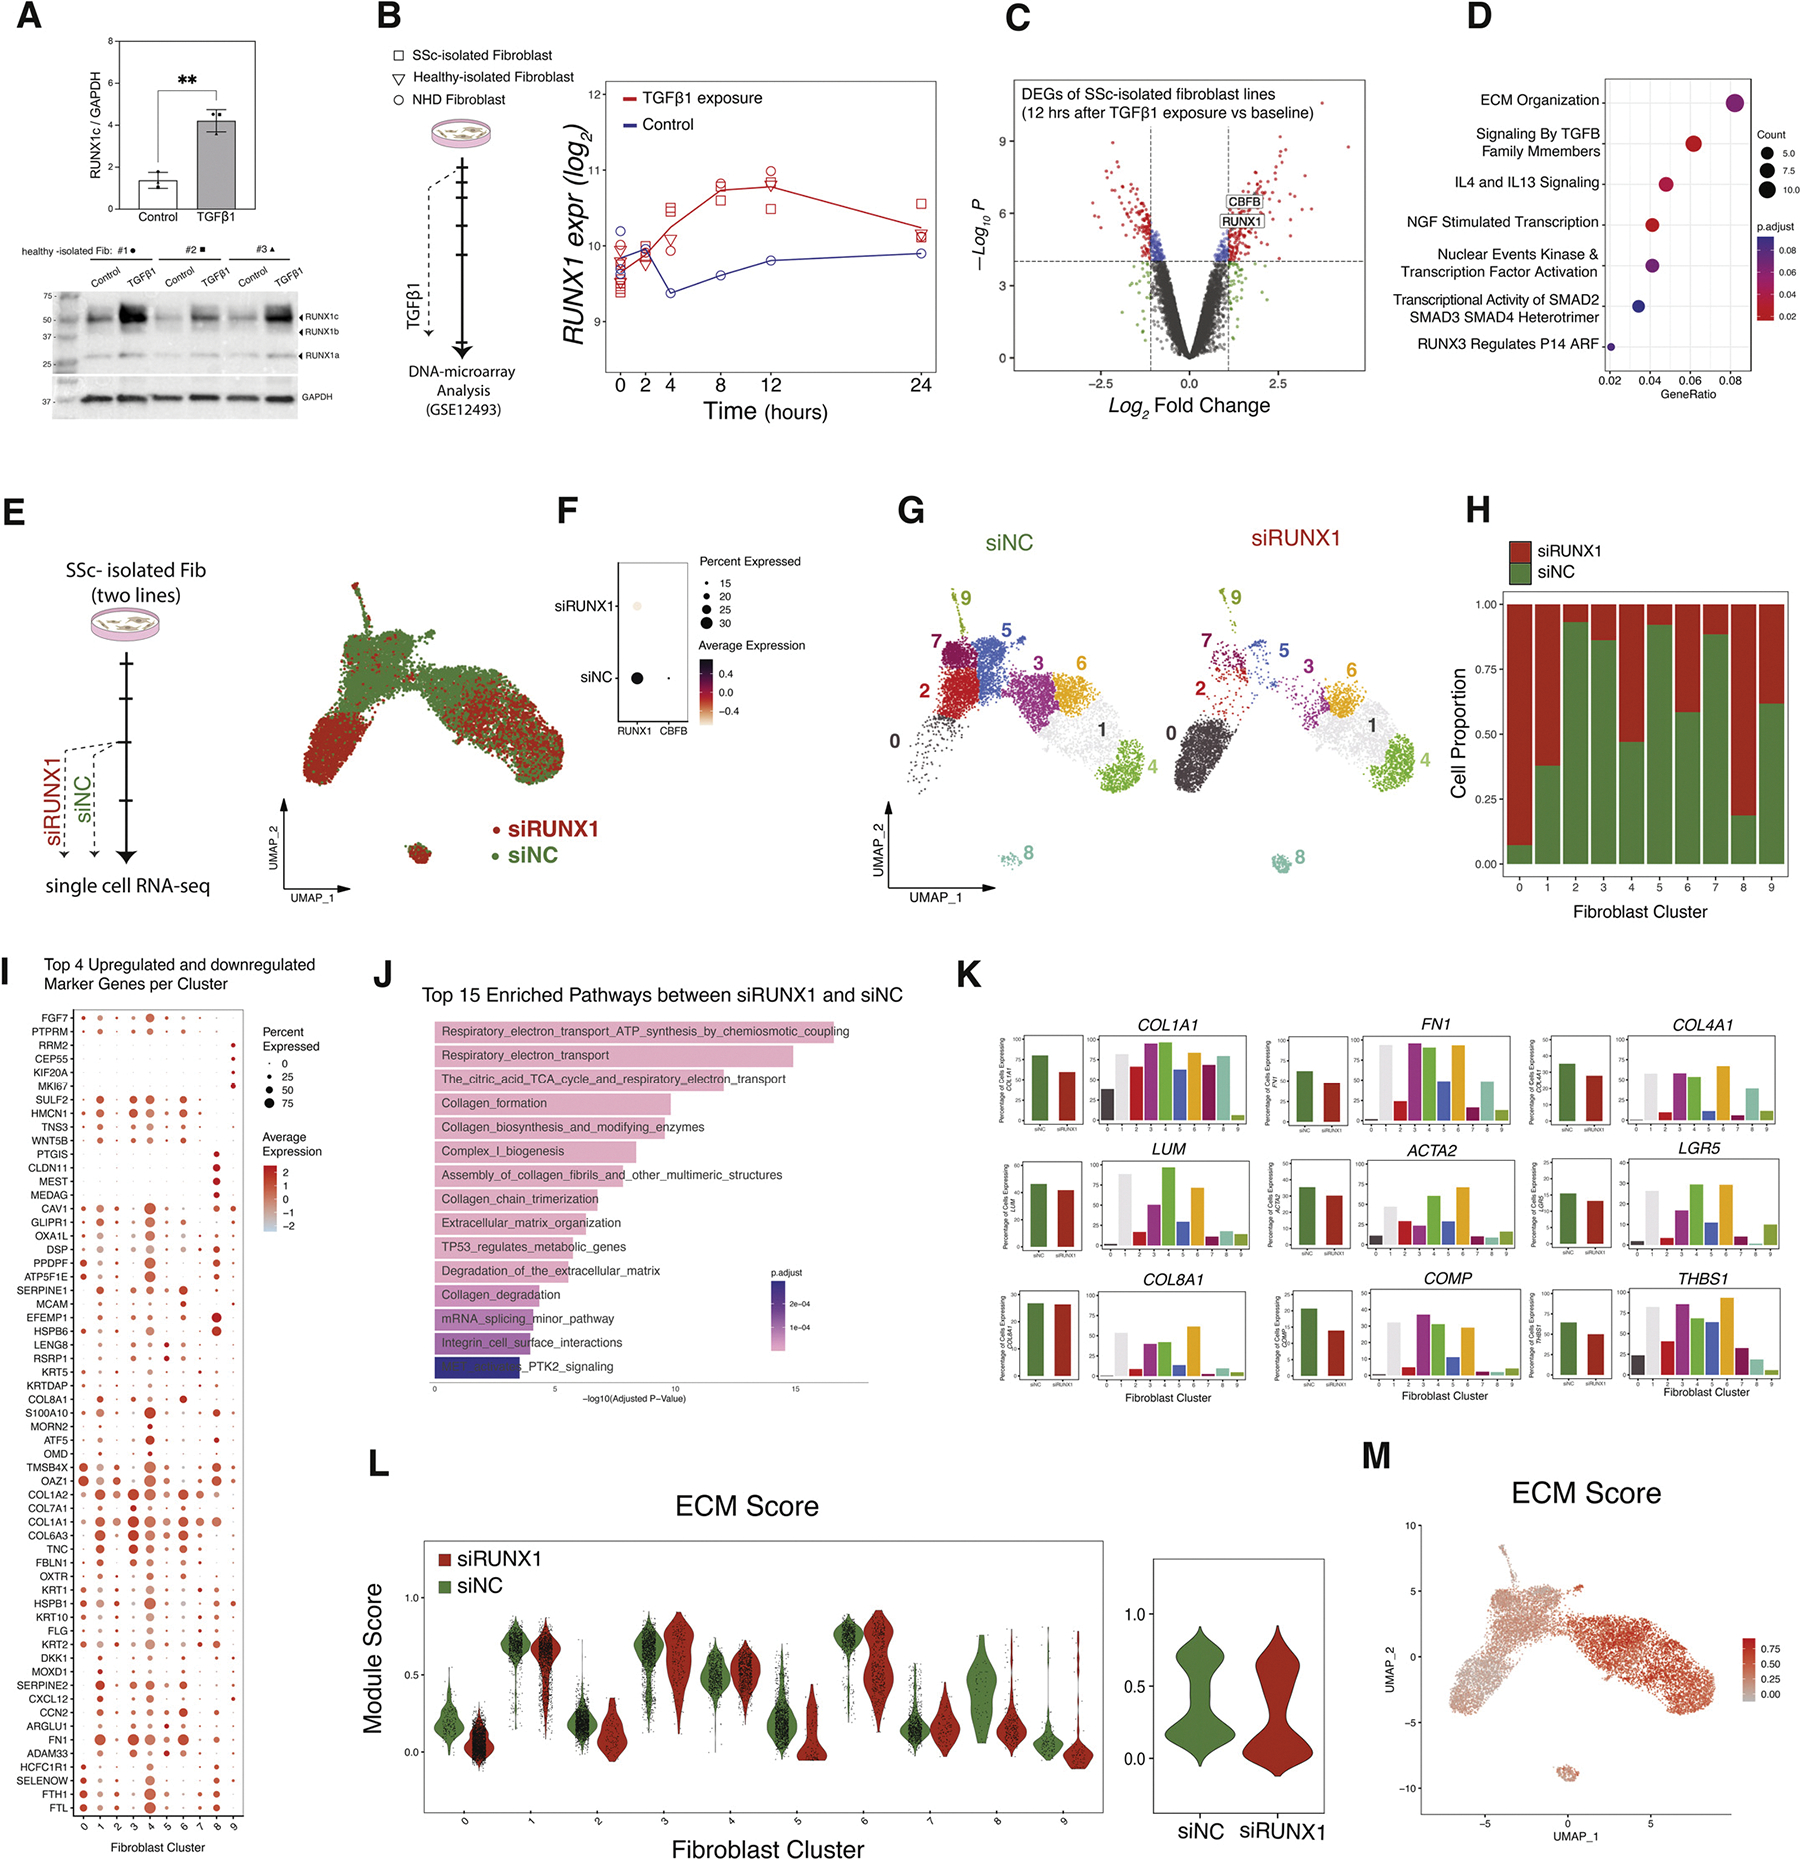
TGF-*β*1 increases the *RUNX1* expression in SSc fibroblasts and inhibition of *RUNX1* reduces ECM markers. (A) Western blot of 3 isolated fibroblasts lines treated with TGF-*β*1. The blot shows all isoforms of RUNX1a, b, and c that are overexpressed under the TGF-*β*1 stimulation. (B) Schematic graph illustrating the timeline for the culture and TGF-*β*1 treatment of dcSSc-isolated fibroblasts, matched healthy-isolated fibroblasts, and normal human dermal (NHD) fibroblast cells. *RUNX1* expression rate in samples treated with TGF-*β*1 (in red) vs control (in blue) for the 24 hours after exposure. (C) Volcano plot of differentially expressed analysis of the 2 SSc-isolated fibroblast lines at 12 hours after exposure vs the baseline. (D) The pathway analysis of Reactome gene sets shows the biological pathways and processes that are significantly represented within top DEG genes of SSc-isolated fibroblast lines 12 hours after TGF-*β*1 treatment vs the baseline. Data from B to D were obtained through publicly available data of GSE12493. (E) Schematic graph showing 2 lines of SSc-isolated fibroblasts treated with siRNA against RUNX1 (siRUNX1) and nontargeting control siRNA (siNC). (F) UMAP projection and dot plot of *RUNX1* and *CBFB* of the single-cell RNA-seq data. (G) UMAP of 10 fibroblast clusters (0–9) for siR-UNX1 and siNC. (H) Cell proportion of siRUNX1 and siNC per cluster. (I) Top 4 upregulated and downregulated marker genes per cluster. (J) Top 15 enriched pathways that are significantly represented across siRUNX1 and siNC (K) Bar plots showing the percentage of cells expressing *COL1A1, FN1, COL4A1, LUM, ACTA2, LGR5, COL8A1, COMP*, and *THBS1* per condition (red: siRUNX1, green: siNC) or per cluster. (L) Module score for extracellular matrix organisation pathway per cluster and per condition. (M) Feature plot of the ECM module score. dcSSc, diffuse cutaneous SSc; DEG, differentially expressed gene; ECM, extracellular matrix; RUNX1, runt-related transcription factor 1; siRUNX1, siRNA targeting RUNX1; SSc, systemic sclerosis; TGF-*β*, transforming growth factor-*β*; UMAP, uniform manifold approximation and projection.

**Figure 4.**
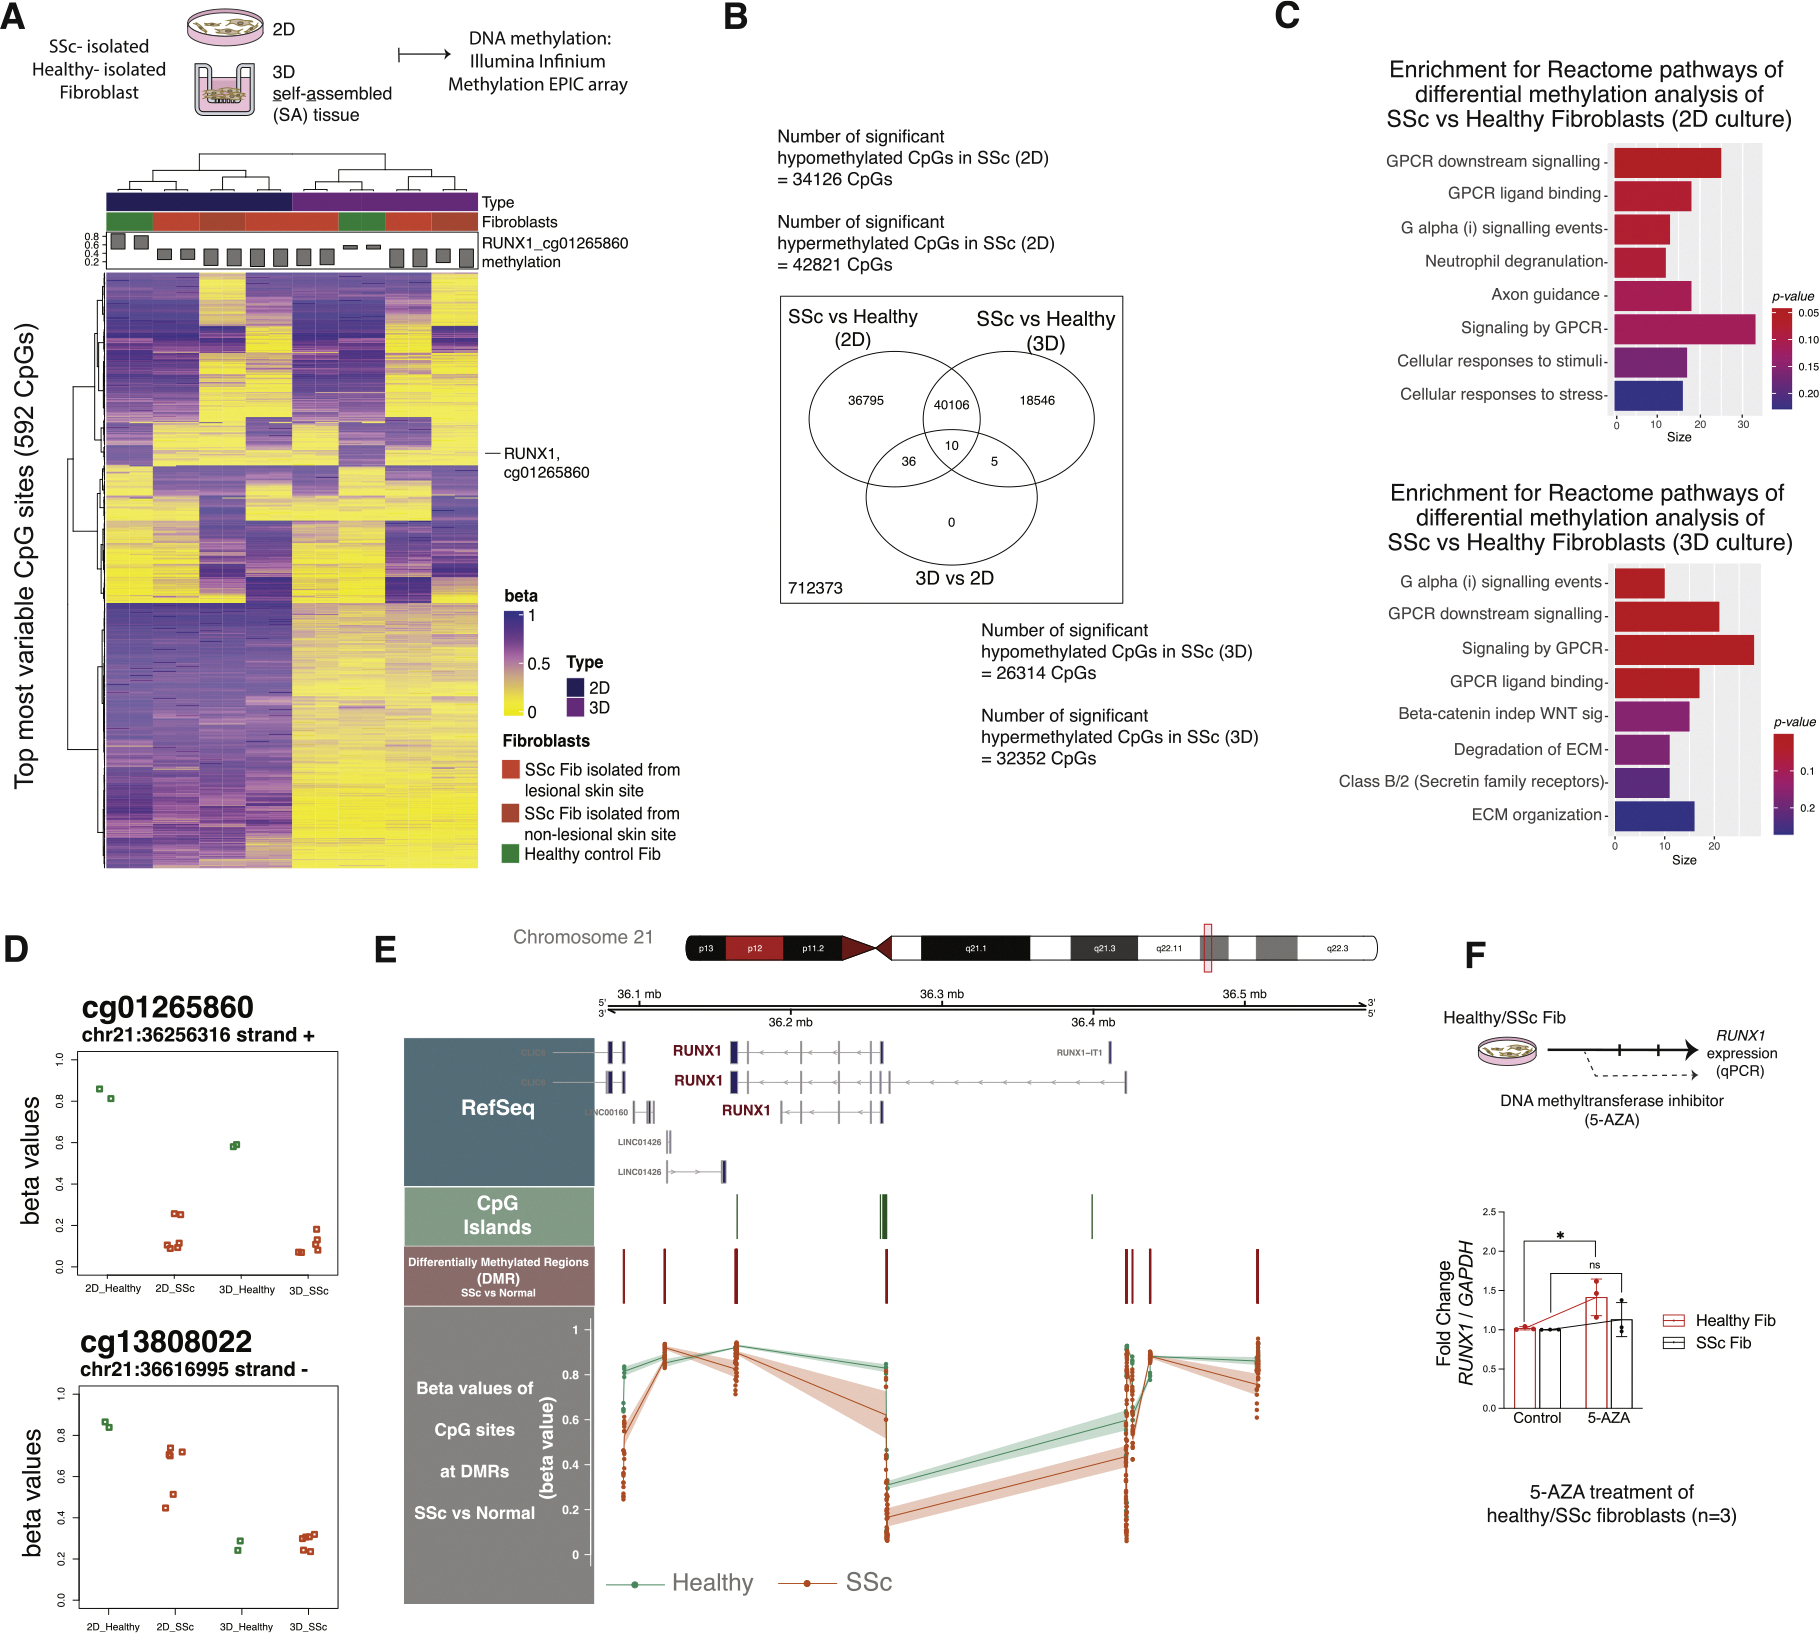
*RUNX1* is hypomethylated in SSc fibroblasts. (A) DNA methylation profile of 2D- and 3D-cultured fibroblasts isolated from patients with dcSSc or healthy donors, created using Illumina’s Infinium Methylation EPIC array. Heatmap shows top 592 methylated CpG sites, with blue/yellow gradient of beta values. The bar plot on top shows the *RUNX1* beta value that is labelled within the heatmap, showing that *RUNX1* is hypomethylated in dcSSc samples. (B) Result of paired-wise differentially methylated CpGs and the number of significant CpGs in each group. (C) Pathway enrichment analysis of Reactome gene sets using the top significant CpGs identified in (B) for each 2D and 3D culture. (D) The beta values of representative CpGs in *RUNX1* locus in 2D and 3D SSc and healthy conditions. (E) *RUNX1* locus on chromosome 21 and common CpG islands in green. The differentially methylated regions (DMRs) are identified between SSc and healthy samples are shown in red. The beta values corresponding to the CPGs at DMRs for SSc (in orange) and healthy (in green). (F) *RUNX1* expression rate in isolated healthy and SSc fibroblasts (n = 3) treated with DNA methyltransferase inhibitor, 5-Aza-2′-deoxycytidine (5-AZA) for 72 hours. dcSSc, diffuse cutaneous SSc; RUNX1, runt-related transcription factor 1; SSc, systemic sclerosis; 3D, 3-dimensional; 2D, 2-dimensional. G-Protein Coupled Receptor (GPCR ).

**Figure 5.**
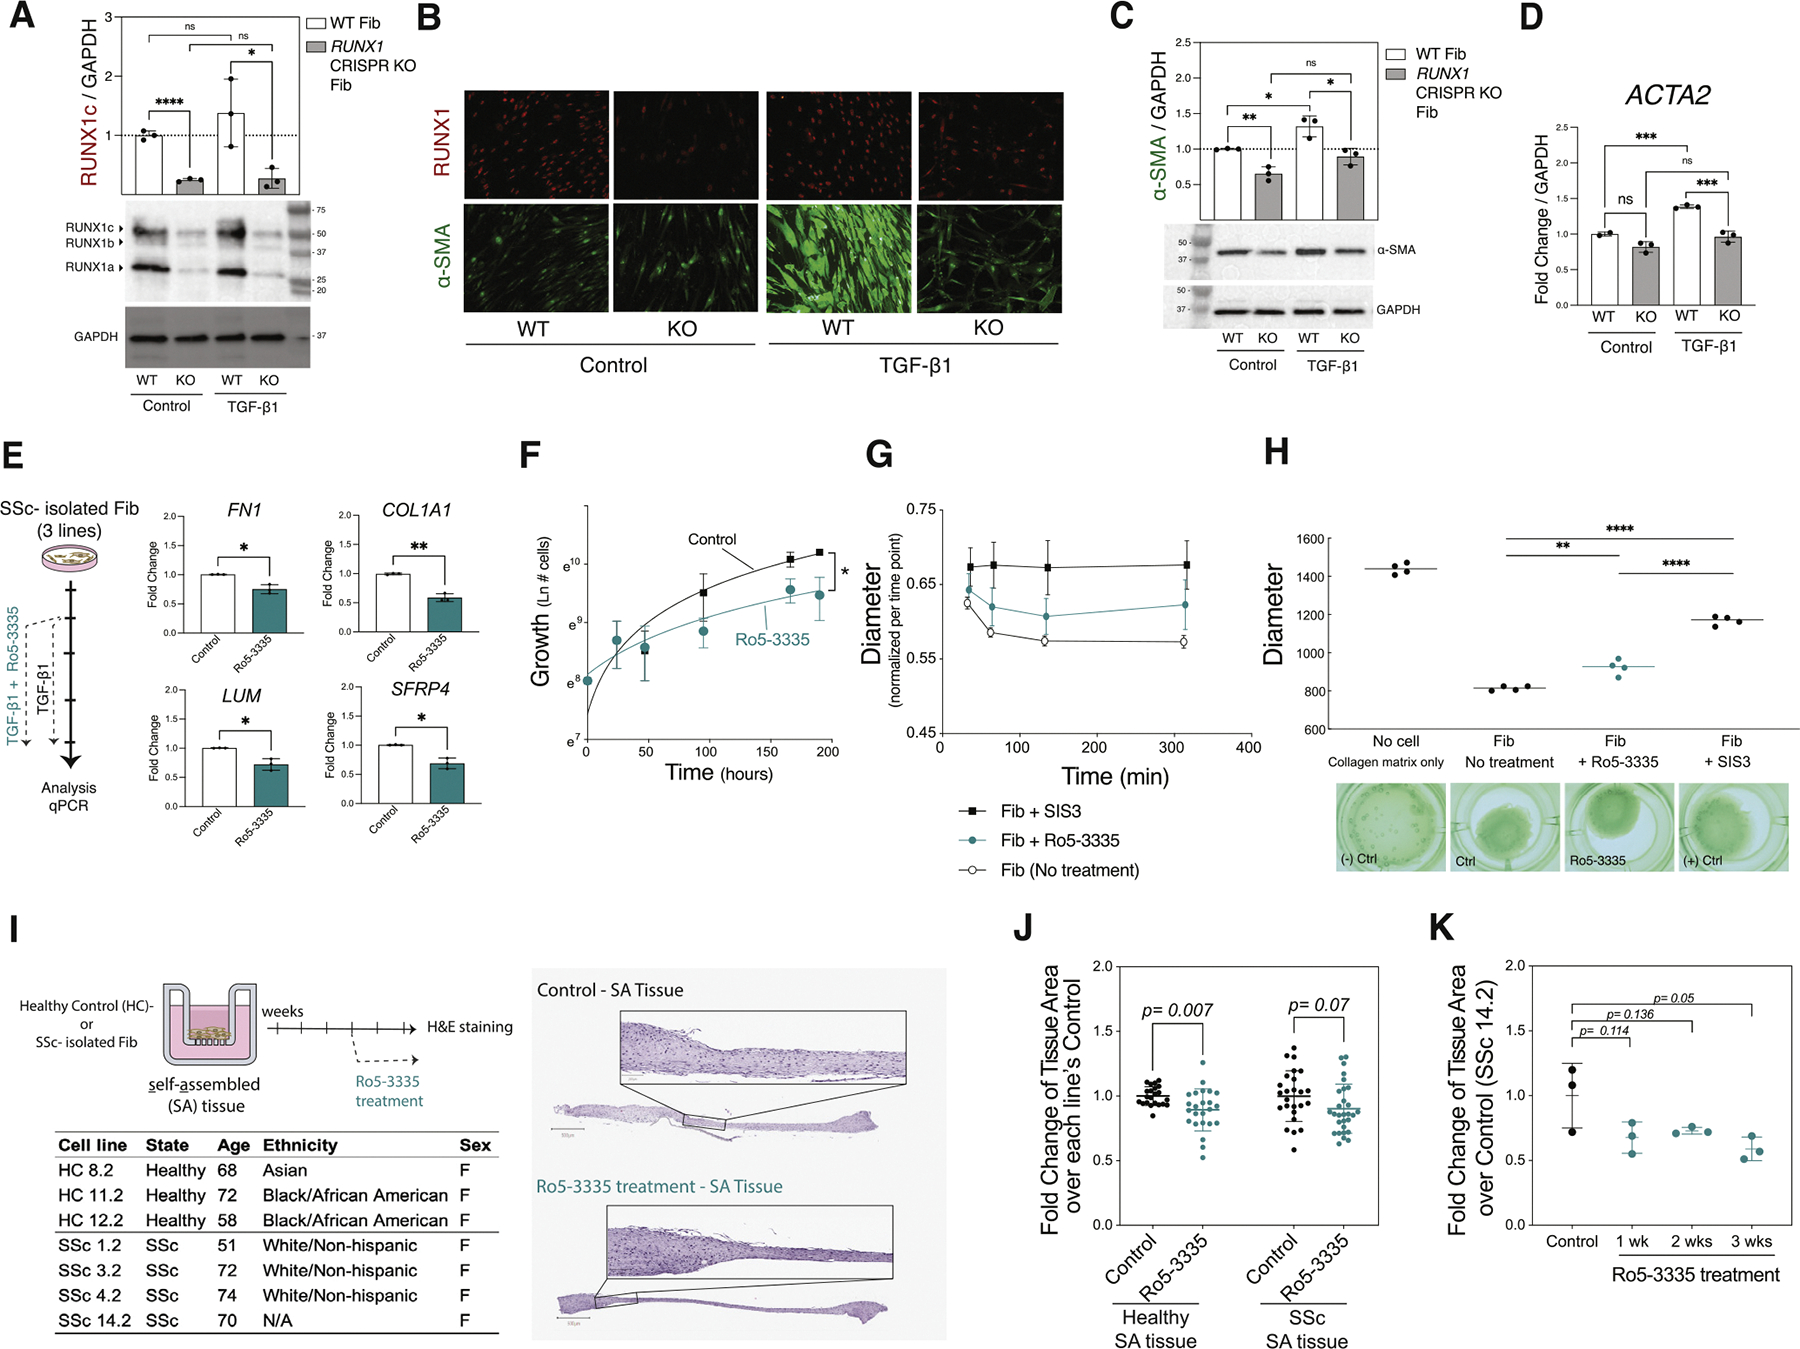
RUNX1 contributes to fibroblast activation, proliferation and contraction. (A) RUNX1 western blot of CRISPR-generated RUNX1 KO and wild-type (WT) fibroblasts under the TGF-*β*1 stimulation vs control. RUNX1 isoforms of a, b, and c were marked in the blot by arrows. (B) *α*-SMA and RUNX1 IF staining of KO and WT fibroblasts under the TGF-*β*1 stimulation vs control. (C) *α*-SMA western blot of KO and WT fibroblasts under the TGF-*β*1 stimulation vs control. (D) *ACTA2* mRNA expression of KO and WT fibroblasts under the TGF-*β*1 induction vs control. (E) Fold change expression of *FN1, COL1A1, LUM*, and *SFRP4* in TGF-*β*1-induced SSc fibroblasts treated with Ro5–3335 compared to control (3 lines of SSc fibroblasts, 2 replicates each). (F) Proliferation curve of normal human dermal (NHD) fibroblasts in the presence and absence of Ro5–3335. (G,H) The 3D collagen contraction assays, fixed (G) and floating (H) models, of NHD fibroblasts treated with Ro5–3335 (4 replicates for each condition). SIS3 (SMAD3 inhibitor) was used as positive control that significantly eliminates the contraction ability of fibroblasts. Negative control is collagen matrix with no fibroblasts. The overhead pictures represent 1 replicate for each condition. (I) 3D self-assembled (SA) tissue constructs from the healthy- and SSc-isolated fibroblast lines with donors’ clinical characteristics. H&E staining of representative untreated and Ro5–3335-treated tissues. (J) Tissue area fold change of each cell line over the control for healthy and SSc SA tissues. Data from 3 healthy and 4 SSc lines, 3 replicates per line, repeated in 2 independent sets. (K) Change in area of an SSc-isolated SA tissue when treated for 1, 2, or 3 weeks with Ro5–3335 compared to control (Student’s *t* test *P* value: **.001-.01, ****<.0001 in GraphPad Prism v9). *α*-SMA, alpha smooth muscle actin; H&E, haematoxylin and eosin; KO, knockout; RUNX1, runt-related transcription factor 1; SSc, systemic sclerosis; TGF-*β*, transforming growth factor-*β*;Clustered Regularly Interspaced Palindromic Repeats (CRISPR),Smad Family Member 3 (SMAD3),Glyceraldehyde-3-Phosphate Dehydrogenase (GAPDH), Not Applicable (N/A), Quantitative Polymerase Chain Reaction (QPCR), Quantitative Polymerase Chain Reaction, Immunofluorescenc (IF).

## Data Availability

DNA methylation data have been deposited into the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) at Accession Number GSE311858. Single cell data for RUNX1 siRNA knockdowns have been deposited under Accession Number GSE312591.

# Supplementary material for: RUNX1 is expressed in a subpopulation of dermal fibroblasts and is associated with disease severity of systemic sclerosis
**Source:** Ann Rheum Dis. Author manuscript; Available in PMC 2026 Mar 9.
**Supplement:** Supp_material

**Supplementary Data**

**Methods**

**DNA microarray data processing:**

***Agilent DNA microarray processing.*** Raw gene expression data from skin biopsies of patients with SSc and healthy controls were obtained from the gene expression omnibus (GEO) including: Hinchcliff *et al.*, 2013 (1) (GSE59787, Figure 1), Milano *et al.*, 2008 (2) (GSE9285, Supplemental Figure 2A), Pendergrass *et al.*, 2012 (3) (GSE32413, Supplemental Figure 2B), Franks *et al.*, 2019 (4) (GSE125362, Supplemental Figure 2C), Gordon *et al.*, 2018 (5) (GSE97248, Supplemental Figure 2D), and one database with TGF-β1-induced fibroblasts, Sargent *et al*., 2010 (6) (GSE12493, Figure 2). Information on all of the datasets is provided in Supplementary Table S1. The clinical data were either publicly available or collected upon request from the authors.

Samples were assayed using one of the Agilent Technologies 2-channel DNA microarrays platforms: Agilent-014850 Whole Human Genome Microarray 4x44K G4112F platform, Agilent-012391 Whole Human Genome Oligo Microarray G4112A platform, or Agilent-028004 SurePrint G3 Human Gene Expression 8x60K Microarray platform. Raw data in the format of the .gpr file generated by GenePix scanner were processed through Bioconductor ‘*limma’* package by reading the Cy3/green channel of the arrays (mean foreground and median background signal intensities). Low-quality spots were weighted, and outlier spots were identified using median absolute deviation (~0.6% spots were found to be outliers based on the quality). The method of normexp (7) was used for background correction followed by quantile normalization to enable cross-array comparisons. Probes with >80% of 1.3-fold or lower intensity over local background were considered very-low-expressed and were removed. The Agilent’s annotations were downloaded from “Agilent Technology eArray” webpage for each of the microarray platforms. Using these annotations, probe IDs were then converted to gene symbols and ‘*collapseRows’* (8) was used to collapse the normalized log2 intensities based on gene symbols. Finally, the normalized log2 expression matrices were used to measure the expression rate of *RUNX1* in all arrays and time points.

The Hinchcliff *et al.*, 2013 (GSE59787) dataset includes skin biopsies from longitudinal data with samples from baseline and at 6, 12, 24, and 36 months from both lesional and non-lesional skin. In all databases, batches were evaluated before the analysis and corrected. Patients who had been diagnosed with the disease within 2 years of the date of skin biopsy were assigned as “early stage” and the rest were “late stage”. For Pendergrass *et al.*, 2012 (GSE32413) only samples from one batch at baseline were used. Gordon *et al.*, 2018 (GSE97248) had samples from baseline and 12 months; therefore, both time points were analyzed. In the TGF-β1-induced fibroblast (GSE12493) dataset, two separate platforms were used (Agilent-014850 and Agilent-012391). As a result, data were first analyzed separately under each platform and then carefully merged by ‘ComBat’ from ‘sva’ package (v. 3.46.0) with a design matrix to control for biological differences between clinical conditions while performing batch effect correction.

***Illumina DNA microarray processing.*** Raw microarray data were obtained from GEO using accession ID GSE58095 (Assassi *et al.*, 2015) (9). The data were generated on the Illumina HumanHT-12 V4.0 expression beadchip platform and processed using the ‘lumi’ package (v. 2.50.0) in R (v. 4.2.2). Probes with high detection (*P*-values > 0.01) were removed to filter out probes with low signal-to-noise. The ‘arrayQualityMetrics’ package (v. 3.54.0) was utilized to perform quality control assessment of the processed data. The ‘illuminaHumanv4’ was employed to annotate the probes. This package provides annotation information for probes, including gene symbols and genomic coordinates. Normalized and transformed expression values were then obtained using quantile method by ‘*normaliseIllumina’* implemented in the ‘*beadarray’* package. Similar to the Agilent pipeline, we used ‘*collapseRows’* to collapse the intensities based on gene symbol.

***Affymetrix DNA microarray processing.*** Raw microarray data were obtained from GEO using accession ID GSE55036 (Rice *et al*., 2015) (10). The data were Affymetrix DNA microarrays that were processed using the ‘Affy’ package (v. 1.76.0). The ‘gcrma’ algorithm was utilized to convert the raw data into an ExpressionSet object. This algorithm employs robust multi-array averaging (RMA) with additional sequence-based correction to estimate expression values. Quality assessment was performed using the Relative Log Expression (RLE) and Normalized Unscaled Standard Error (NUSE) metrics. These metrics assess the distribution of expression values across samples and provide insights into the overall data quality and consistency. The ‘*arrayQualityMetrics*’ package was used to assess various aspects of microarray data quality. Based on these QC assessments, three low-quality arrays from patient 19 (at 3, 7, and 24 weeks) were removed from subsequent analysis. The annotation package ‘*hgu133a2.db’* (v. 3.13.0) and ‘*collapseRows’* were utilized to annotate and convert the probes to gene symbols.

**Differential expression analysis (DEG):**

Differential expression analysis was performed on the processed microarray data using the ‘*limma*’ package. Contrast of interest between 12 hours after exposure and baseline was specified using a contrast matrix. Significant DEGs were annotated and further analyzed to interpret biological significance using Reactome gene sets.

**Gene Set Variation Analysis (GSVA):**

The resultant normalized log2 expression matrices of GSE59787 and GSE55036 were subsequently employed in Gene Set Variation Analysis (GSVA). GSVA is a non-parametric method for estimating variations in gene set enrichment within a given set of samples derived from an expression dataset (11). The ‘*gsva*’ (v. 1.51) algorithm was used to calculate the samples’ enrichment scores for cell-type signatures across all samples. The gene sets are listed in Supplemental Table S2.

**RUNX1 Knockdown with siRNA and single cell RNA sequencing:**

Skin fibroblasts isolated from SSc patients (n=2) were treated for 72 hours with either RUNX1 siRNA (Dharmacon, catalog ID E-003926-00-0010) or non-targeting control pool siRNA (NC, Dharmacon, D-001910-10-05). Cells were grown in RPMI-1640 media supplemented with 10% FBS and 1% Penicillin/ Streptomycin. Cells were cultured at 37°C in a humidified incubator with of 5% CO2 and maintained by sub-culturing twice a week. A day prior to treatment, 7.5 x10^4^ cells were seeded into each well of a 6-well plate in 5 ml complete tissue culture media. For treatment, cells were incubated with RUNX1 siRNA or NC (1µM each in 1.3 ml Accell siRNA delivery media) for 72 hours, after which they were detached with 0.25% Trypsin-EDTA and centrifuged.

**scRNA-Seq library preparation, sequencing, and alignment:**

Cell pellet was resuspended in 1X PBS+0.04% BSA, and cell viability was assessed with 0.4% Trypan Blue. Cells were fixed and permeabilized with 10X Genomics fix/perm buffer for 16 hours at 4°C, followed by incubation with quenching and enhancer buffer on ice, as per the instructions in Chromium Next GEM Single Cell Fixed RNA Sample Preparation Kit (10X Genomics, catalog number PN-1000414). Samples were stored in 10% glycerol until sequencing. Sequencing was performed at the University of Michigan Advanced Genomics Core. Data processing including quality control, read alignment (hg38), and gene quantification was conducted using the 10X Cell Ranger software. The samples were then merged into a single expression matrix using the Cell Ranger aggr pipeline.

**Processing of skin single-cell RNA sequencing:**

Single-cell RNA-seq data from Tabib *et al.* was downloaded from GEO: GSE138669. Raw sequencing data were initially assessed through *Cell Ranger*, v. 6.0.1. The High-Performance Computing (HPC) resources at Dartmouth College were used to integrate the data. For data processing, the ‘*Seurat*’ package v. 4.4.0 was used. Quality control steps were implemented to filter cells, leaving a dataset with unique feature counts between 200–2,500, less than 5% mitochondrial reads, and no doublets. Data was of low-read depth (majority of cells <50 features per cell), so a large number of cells were lost through filtering steps. Our quality control filtering resulted in a total of 33,171 single-cell transcriptomes.

**single cell RNA-seq data analysis:**

The count matrix was normalized using the ‘*NormalizeData*’ method implemented in ‘Seurat’, then gene expression values were scaled across cells, using the ‘*ScaleData*’ function. Normalized and scaled expression values were then used for downstream analyses. Cell type was assigned to each cluster using gene expression distribution of cell-type-specific markers shown in each original publication and using ‘*FindNeighbors*’ and ‘*FindClusters*’ functions.

To identify fibroblast clusters based on similar gene expression profiles, the ‘*FindClusters*’ were applied only to fibroblast clusters using a graph-based clustering approach. A total of 10 clusters were found, consistent with the original publication.

To calculate the total *RUNX1* expression on each sample, ‘*AggregateExpression*’ was performed on the log normalized data. The library of ‘*scCustomize*’ was used to make UMAP plots, feature plots, and density plots. The ‘*FindMarkers*’ function was used to identify the top genes between *RUNX1^high^* and *RUNX1^low^* fibroblast populations.

To calculate the cluster composition based on condition (siRUNX1 and siNC), the number of cells for each condition from each cluster was counted. The counts were then divided by the total number of cells for each condition and scaled to 100 percent for each cell type. Differential expression analysis between siRUNX1 and siNC was carried out using the *FindMarkers* function, and the top pathways were selected with the genes adjusted p-value less than 0.05 by *enricher* function from *clusterProfiler* package.

**Fibroblast isolation and culture:**

SSc and healthy dermal fibroblast lines were isolated and expanded from skin punch biopsies as described previously (12–14). Isolated fibroblasts were stored in liquid nitrogen in stocks of 0.5 million cells in freezer media [70% fibroblast media, 20% FBS (fetal bovine serum, HighClone), and 10% dimethyl sulfoxide (DMSO)]. Fibroblasts were maintained in complete growth media [90% DMEM (Dulbecco’s Modified Eagle Media), 10% FBS, 1% HEPES (Millipore Sigma, Germany)], and 1% penicillin-streptomycin (Corning). Fibroblasts at passages less than 8 were used to seed for 2D and 3D tissue cultures. A summary of demographic and clinical characteristic of the patients and healthy controls who donated skin biopsies for DNA methylation profiling is provided in Supplemental Table S4. For the RUNX1 inhibition assay, TGF-β1-induced (10 ng/mL) (R&D systems, #240-B) SSc fibroblasts (n=3) were treated with 20 μM Ro5-3335 (TOCRIS, #4694). For demethylation assay, healthy and SSc fibroblasts (n=3) were treated with 1 μM 5-AZA for 72 hours.

**Generation of RUNX1 Knockout Human Dermal Fibroblasts Using CRISPR/Cas9:**

The RUNX1 knockout (KO) in human dermal fibroblasts was generated using a CRISPR/Cas9 system. The sgRNA sequence targeting RUNX1 (TGGAAGGCGGCGTGAAGCGG) was designed using the Synthego Knockout Guide Design web interface, and complementary synthetic oligonucleotides (RUNX1SGRNA1F1: CACCGTGGAAGGCGGCGTGAAGCGG; RUNX1SGRNA1R1: AAACCCGCTTCACGCCGCCTTCCAC) were purchased from Millipore-Sigma, annealed, and ligated into the BbsI site of the pSpCas9(BB)-2A-GFP (PX458) vector (Addgene # 48138) following our established protocols (15). Ligated plasmid was transformed into competent E. coli (ThermoFisher # C737303), and positive clones were selected, purified (Qiagen # 27106), and verified by sanger sequencing. The verified plasmid was transfected into human dermal fibroblasts using TransfeX (ATCC # ACS4005). After 24 hours of transfection, GFP-positive cells were single-cell sorted at University of Michigan Flow Cytometry Core into 96-well plates, expanded, and subsequently re-plated into 12-well plates. Genomic DNA from these clones was extracted and the region surrounding the CRISPR target was PCR-amplified (RUNX1-PCR-F1: GGGTCCTAACTCAATCGGCT; RUNX1-PCR-R1: CAGAGGAAGTTGGGGCTGTC); Sanger sequencing was used to identify clones with homozygous mutations. Final validation of knockout clones was performed by western blotting (Abcam # ab240639) to confirm loss of RUNX1 protein.

**Immunofluorescence, Western Blot, and qPCR Assessment of RUNX1 and αSMA in WT and RUNX1 KO Fibroblasts With and Without TGF-β1 Induction:**

Wild-type (WT) and RUNX1 knockout (KO) fibroblasts were cultured in 6-well plates for quantitative PCR (qPCR) and western blot experiments, and on glass coverslips (in 6 well plate) for immunofluorescence (IF) staining. For western blot and qPCR, cells were treated with recombinant TGF-β1 (10 ng/mL, R&D Systems Cat # 240-B-010/CF) for 72 hours. For IF staining, cells on coverslips were treated with TGF-β1 for 24 hours.

**Quantitative real-time PCR:**

Total RNA was isolated using the RNeasy Fibrous Tissue Mini Kit for 3D tissues and RNeasy Plus Mini Kit for 2D cultures (Qiagen, #74704 or #74136) per manufacturer’s instructions. Complementary DNA (cDNA) was synthesized from 100 ng total RNA using the qScript™ Ultra cDNA SuperMix (QuantaBio, #95161). Quantitative real-time PCR was performed using TaqMan Universal PCR Master Mix (Life Technologies, #4324020) for human *GAPDH, RUNX1, COL1A1, FN1, LUM, ACTA2, SFRP4* (Applied Biosystems, Hs02786624_g1, Hs01021970_m1, Hs00164004_m1, Hs01549976_m1, Hs00929860_m1, Hs00426835_g1, Hs00180066_m1). The StepOnePlus Real-Time PCR System (Applied Biosystems) was used and threshold cycle (Ct) values were determined using Opticon software. Relative gene expression levels were analyzed using the 2^–ΔΔCt method, with *GAPDH* used as the internal control for normalization. Fold changes in gene expression were calculated relative to the control.

**Western blotting:**

Fibroblasts were harvested and lysed in Pierce RIPA buffer (Thermo Fisher # AAJ63306AK or Thermo Fisher # 89900) supplemented with protease and phosphatase inhibitor cocktails (PIA32961). Protein concentration was determined using the BCA Protein Assay Kit (Pierce). Equal amounts of total protein were denatured by boiling in Laemmli sample buffer containing 5% β-mercaptoethanol for 5 minutes and separated by SDS-PAGE on 8–12% polyacrylamide gels 4–15% Mini-PROTEAN® TGX™ Precast protein gels. Proteins were transferred onto PVDF membranes (Millipore) using a wet transfer system at 100 V for 1 hour.

Membranes were blocked with the mixture of 2.5% non-fat dry milk plus 2.5% BSA in Tris-buffered saline (Bio-Rad) with 0.1% Tween-20 (TBS-T) and then probed with primary antibodies against the proteins RUNX1 (PAJ-19638), alph-smooth muscle actin (Abcam, ab5694), and polyclonal GAPDH (PA1-987), followed by secondary antibody (goat anti-rabbit IgG, Abcam ab6721). After washing three times with TBS-T, membranes were incubated with HRP-conjugated secondary antibodies for 1 hour at room temperature. Following three additional washes, signal detection was performed using enhanced chemiluminescence (ECL) reagents SuperSignal™ West Femto Maximum Sensitivity Substrate or Pierce™ ECL Western Blotting Substrate (Thermo Scientific) and visualized on a chemiluminescence imaging of Bio-Rad ChemiDoc. Band intensities were quantified using Image Lab software and normalized to loading controls of GAPDH.

**Immunofluorescence (IF):**

For IF staining, coverslips were washed 3X in 1X PBS following 1-2 weeks in 4C preserved in 0.02% sodium azide-PBS solution. The coverslips were blocked in the wells with 0.5mL 4% FBS-PBS for 1 hour at room temperature gently rocking, then blocking liquid was aspirated off. A combination primary antibody dilution was made in 4% FBS-PBS to final concentrations of 1:200 anti-RUNX1 (Abcam ab240639) and 1:500 anti-alpha smooth muscle actin (Abcam ab7817) and then 0.5mL of antibody dilution was added to each coverslip in wells. Primary antibodies were incubated O/N (16-24 hours) at 4C gently rocking. The following day, the antibody liquid was aspirated off followed by 3X washes in 1X PBS, 5 minutes each at room temperature. A combination secondary antibody dilution was made with 1:100 Donkey anti-rabbit TRITC (Thermo Fisher A16040) and 1:100 donkey anti-mouse AF488 (Thermo Fisher A21202) in 4% FBS-PBS and then added 0.5mL/well. Secondary antibodies were incubated for 1 hour room temperature rocking and protected from light, followed by 3X 5-minute room temperature washes in PBS, protected from light. Coverslips were retrieved from wells using forceps and pipette tip, dabbed on a Kimwipe to remove excess liquid, and inverted onto slides with 20uL ProLong Gold antifade reagent with DAPI (Invitrogen P36931). The coverslips with cells face-down to the slides were cured for 24 hours at room temperature protected from light and then used in imaging.

**Collagen contraction assay:**

Measurements of 3D fibroblast collagen contraction were performed as previously described (16). Briefly, culture plates are pre-coated with BSA and then 4x10^4^ fibroblasts/mL suspension in MCDB medium (Sigma, #M6395) mixed with collagen solution, which is a mix of one part collagen solution (Advanced BioMatrix, 6 mg/mL), one-part HEPES (pH 8), and two parts MCDB 2X. Then, 1 mL of media is added to the pre-coated wells and allowed to polymerize. The final collagen concentration is 1.2 mg/mL with 80,000 cells/mL. Cells were then incubated at 37°C with 5% CO2. For fixed contraction assays, cells were detached from the wells 48 hours post-polymerization and contraction was quantified by a decrease in gel diameter within 5 hours. For floating assay, the cells were detached from the plate immediately after polymerization and the gel diameter was measured after 48 hours. Where drug treatment was added, cells were pre-incubated with Ro5-3335 or SIS3 (TOCRIS, #5291, as positive control) for one hour prior to the assay. In principle, contraction in the floating model occurs in the absence of external mechanical load, whereas, in the fixed model, the attachment of the cell-collagen mixture to the tissue culture dish induces more stress fibers.

**Skin Tissue Culture:**

The 3D self-assembled (SA) tissues were grown as described previously (Cite). Briefly, 16,000 fibroblasts per insert seeded in Costar 0.4μm Transwell® plates (REF3413) or Millicell plates (for DNA methylation). Tissues were fed with fresh media twice a week at regular three to four-day intervals. The media consisting of a 3:1 ratio of DMEM/F12 (ThermoFisher Scientific) with the following supplements: 5% FCII (Hyclone), 8 mM HEPES (Sigma), 0.18 mM adenine (Sigma), 1 nM cholera toxin (Sigma), 10ng/ml EGF (PeproTech), 0.5 μg/ml hydrocortisone (Sigma), 5 μg/mL insulin (ThermoFisher Scientific), and 10 μg/ml of L-ascorbic acid-2-phosphate (Sigma), 10 mg/ml Ascorbic acid (Sigma-Aldrich). Ro5-3335 solution was added to the growth media at the end of week 3 and maintained for about 14 days.

At week five, three SA tissues were harvested from each line and paraffin embedded. The tissue was sectioned perpendicular to the cassette to obtain a 4 μm cross-section from the central region. The resulting sections were affixed to slides and stained with Hematoxylin and Eosin (H&E) using the Tissue-Tek Prisma Stainer (Sakura Finetek USA) and the automated H&E staining protocol. Thickness of the tissue was determined using representative images of each tissue and the open-source software QuPath (version 0.2.3). The areas were calculated by running a script to automated measure area across all images as it is described by QuPath (17).

**DNA extraction, bisulfite conversion, and DNA methylation array:**

A total of 16 samples [eight samples from 2D monolayer cultures of fibroblasts isolated from patients with SSc or healthy controls, and eight samples from 3D cultures (2 replicates from each biological sample)] were selected for DNA extraction. Genomic DNA was extracted using the Qiagen QIAcube by QIAamp DNA Mini Kit (Hilden, Germany). To ensure that all samples met DNA quality control criterion, we used Agilent 4200 TapeStation (Genomic DNA ScreenTape, Agilent technologies, Santa Clara, CA). Between 500 ng and 1 µg of DNA from these 2D and 3D samples were bisulfite converted and processed according to the Illumina Infinium MethylationEPIC array protocols at the University of Southern California’s Molecular Genomics Core Laboratory (Los Angeles, CA).

**DNA methylation data processing:**

The raw intensity data (IDAT files) from the MethylationEPIC array were processed using the *‘minfi’* package (v. 1.44.0), which provides functions for reading, preprocessing, and analyzing DNA methylation data. We filtered the probes with *detection* *P-values* < 10^-5^, which compares the total, methylated (M), and unmethylated (UM) signals for each probe to the background signal level. Thereby, probes with high *detection P-values* or high background noise were excluded from further analysis. The data were then normalized using quantile normalization.

Probes with CpGs at common single nucleotide polymorphisms (SNPs) or that tracked to sex chromosomes were filtered out, leaving a total of 807,871 probes. The ‘*Illumina Human Methylation EPICanno.ilm10b4.hg19’* (v. 0.6.0) package was used to annotate the CpG probes. This package provides annotation information for probes, including corresponding gene reference, genomic coordinates, type of strand, and probe sequence. Finally, methylation levels were calculated through both beta values (β=M/(M+UM)) and M-values (M-value=log2(M/UM)), which were used for downstream analyses. Topmost variable probes were used for unsupervised hierarchical clustering to examine how the samples cluster with each other using beta values. Additionally, probe-wise differential methylation analyses were performed using the ‘*limma’* package on M-values with a design matrix accounting for SSc vs. healthy conditions in 2D and 3D culture systems. The most significant differentially methylated CpGs were subsequently used for gene set enrichment analysis by the ‘*methyglm’* function from the ‘*methyGSA’* package; this carries out gene set analysis adjusted for the number of CpGs per gene.

**Differential methylation analysis of regions (DMRs):**

The ‘*DMRcate*’ package was used to identify differentially methylated regions (DMRs) between SSc and healthy samples using M-values, which are proximal CpGs of genes that are concordantly differentially methylated between the conditions. The DMRs corresponding to the *RUNX1* gene are provided in Supplemental Table S7.

**Statistical analyses:**

Statistical significance was determined using a Student’s *t-test*, paired *t-test*, or Pearson correlation test, as appropriate, and a *P*-value of <0.05 was considered significant. All data were analyzed using R (v. 4.2.2). For gene sets, effect size measurements of Hedge’s g were used to quantify the standardized mean difference between two groups for each gene set. Hedge’s g effect size is a measure of association and not a measure of statistical significance.

**Patient and Public involvement:**

Patients and/or the public were not involved in the design, or conduct, or reporting, or dissemination plans of our research.

**Ethical Approval**

The study was approved by the Committee for the Protection of Human Subjects at Dartmouth College (STUDY00016631), the Institutional Review Board (IRB) at Tufts Medical Center (12773: Complex 3-Dimensional in Vitro Human Skin Models for Scleroderma, 01535: Functional analysis of cellular diversity and cell-cell interactions in Scleroderma 3D skin-like tissues), and IRB at University of Michigan (HUM00065044). All participants provided written informed consent.

**Supplementary References:**

1. Hinchcliff M, Huang CC, Wood TA, et al. Molecular signatures in skin associated with clinical improvement during mycophenolate treatment in systemic sclerosis. *J Invest Dermatol*. 2013;133(8):1979-1989. doi:10.1038/jid.2013.130

2. Milano A, Pendergrass SA, Sargent JL, et al. Molecular subsets in the gene expression signatures of scleroderma skin. *PloS One*. 2008;3(7):e2696. doi:10.1371/journal.pone.0002696

3. Pendergrass SA, Lemaire R, Francis IP, Mahoney JM, Lafyatis R, Whitfield ML. Intrinsic gene expression subsets of diffuse cutaneous systemic sclerosis are stable in serial skin biopsies. *J Invest Dermatol*. 2012;132(5):1363-1373. doi:10.1038/jid.2011.472

4. Franks JM. *Machine Learning Approaches for Patient Stratification and Precision Medicine in Systemic Sclerosis*. Ph.D. Dartmouth College; 2019. Accessed October 21, 2021. https://www.proquest.com/pqdtlocal1006600/docview/2232683551/abstract/FFCF36B07AE94A61PQ/3

5. Gordon JK, Martyanov V, Franks JM, et al. Belimumab for the Treatment of Early Diffuse Systemic Sclerosis: Results of a Randomized, Double-Blind, Placebo-Controlled, Pilot Trial. *Arthritis Rheumatol Hoboken NJ*. 2018;70(2):308-316. doi:10.1002/art.40358

6. Sargent JL, Milano A, Bhattacharyya S, et al. A TGFbeta-responsive gene signature is associated with a subset of diffuse scleroderma with increased disease severity. *J Invest Dermatol*. 2010;130(3):694-705. doi:10.1038/jid.2009.318

7. Ritchie ME, Silver J, Oshlack A, et al. A comparison of background correction methods for two-colour microarrays. *Bioinforma Oxf Engl*. 2007;23(20):2700-2707. doi:10.1093/bioinformatics/btm412

8. Miller JA, Cai C, Langfelder P, et al. Strategies for aggregating gene expression data: the collapseRows R function. *BMC Bioinformatics*. 2011;12:322. doi:10.1186/1471-2105-12-322

9. Assassi S, Swindell WR, Wu M, et al. Dissecting the heterogeneity of skin gene expression patterns in systemic sclerosis. *Arthritis Rheumatol Hoboken NJ*. 2015;67(11):3016-3026. doi:10.1002/art.39289

10. Rice LM, Ziemek J, Stratton EA, et al. A longitudinal biomarker for the extent of skin disease in patients with diffuse cutaneous systemic sclerosis. *Arthritis Rheumatol Hoboken NJ*. 2015;67(11):3004-3015. doi:10.1002/art.39287

11. Hänzelmann S, Castelo R, Guinney J. GSVA: gene set variation analysis for microarray and RNA-seq data. *BMC Bioinformatics*. 2013;14:7. doi:10.1186/1471-2105-14-7

12. Huang M, Smith A, Watson M, et al. Self-assembled human skin equivalents model macrophage activation of cutaneous fibrogenesis in systemic sclerosis. *Arthritis Rheumatol*. n/a(n/a). doi:10.1002/art.42097

13. Huang M, Liu Z, Baugh L, et al. Lysyl oxidase enzymes mediate TGF-β1-induced fibrotic phenotypes in human skin-like tissues. *Lab Investig J Tech Methods Pathol*. 2019;99(4):514-527. doi:10.1038/s41374-018-0159-8

14. Huang M, Cai G, Baugh LM, et al. Systemic Sclerosis Dermal Fibroblasts Induce Cutaneous Fibrosis Through Lysyl Oxidase–like 4: New Evidence From Three-Dimensional Skin-like Tissues. *Arthritis Rheumatol*. 2020;72(5):791-801. doi:10.1002/art.41163

15. Sarkar MK, Uppala R, Zeng C, et al. Keratinocytes sense and eliminate CRISPR DNA through STING/IFN-κ activation and APOBEC3G induction. *J Clin Invest*. 2023;133(9):e159393. doi:10.1172/JCI159393

16. Shi-wen X, Eastwood M, Stratton RJ, Denton CP, Leask A, Abraham DJ. Rosiglitazone alleviates the persistent fibrotic phenotype of lesional skin scleroderma fibroblasts. *Rheumatol Oxf Engl*. 2010;49(2):259-263. doi:10.1093/rheumatology/kep371

17. Bankhead P, Loughrey MB, Fernández JA, et al. QuPath: Open source software for digital pathology image analysis. *Sci Rep*. 2017;7(1):16878. doi:10.1038/s41598-017-17204-5

**Supplementary Figures:**

**Supplemental Figure 1.** *RUNX1* expression rate for healthy and SSc patients at early or late stages of disease at baseline.

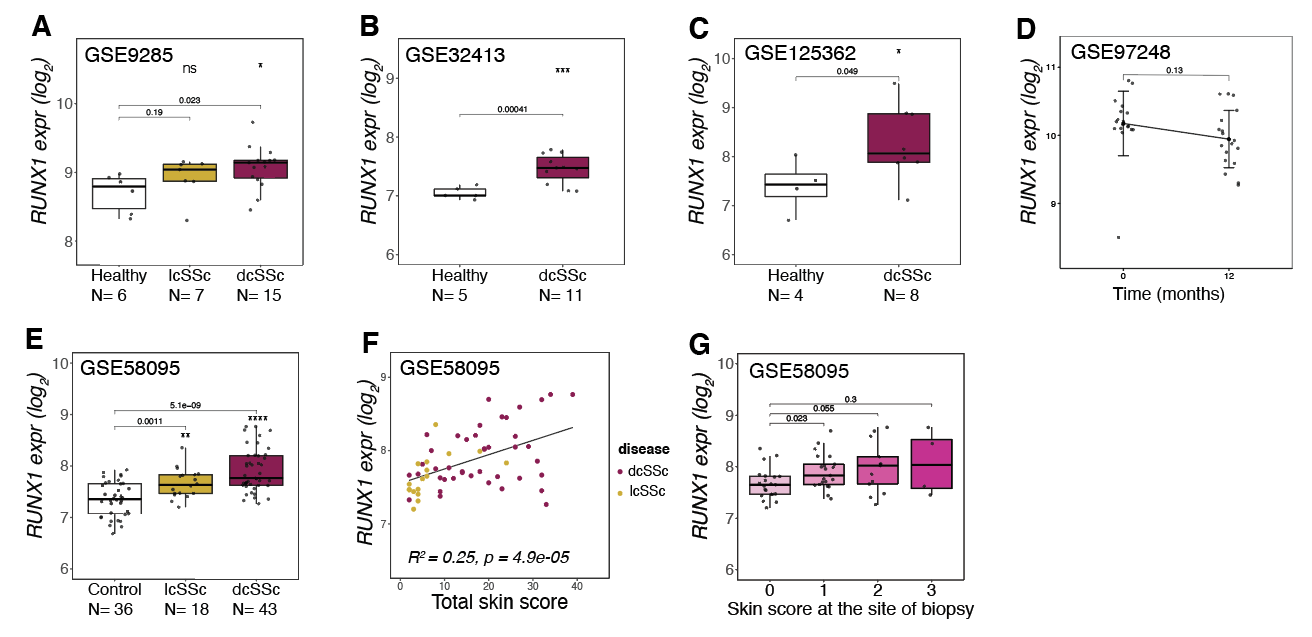

**Supplemental Figure 2.** (A) *RUNX1* expression rate in skin biopsies of dcSSc patients (*N*=15), lcSSc patients (*N*=7), and healthy donors (*N*=6) from the Milano *et al.*, 2008 study (GSE9285). (B) *RUNX1* expression rate in skin biopsies of dcSSc patients (*N*=11) and healthy donors (*N*=5) from the Pendergrass *et al*., 2012 study (GSE32413). (C) *RUNX1* expression rate in skin biopsies of dcSSc patients (*N*=8) and healthy donors (*N*=4) from the Franks *et al.*, 2019 study (GSE125362). (D) *RUNX1* expression rate in skin biopsies of dcSSc patients (*N*=18) at baseline and a 12-month follow-up from the Gordon *et al.*, 2018 study (GSE97248). (E) *RUNX1* expression rate in skin biopsies of dcSSc patients (*N*=43), lcSSc patients (*N*=18), and healthy donors (*N*=36) from the Assassi *et al.*, 2015 study (GSE58095). (F) Correlation between *RUNX1* expression and mRSS skin score at baseline for both lcSSc (yellow) and dcSSc (red) patients. (G) *RUNX1* expression rate to the skin score at the site of biopsy.

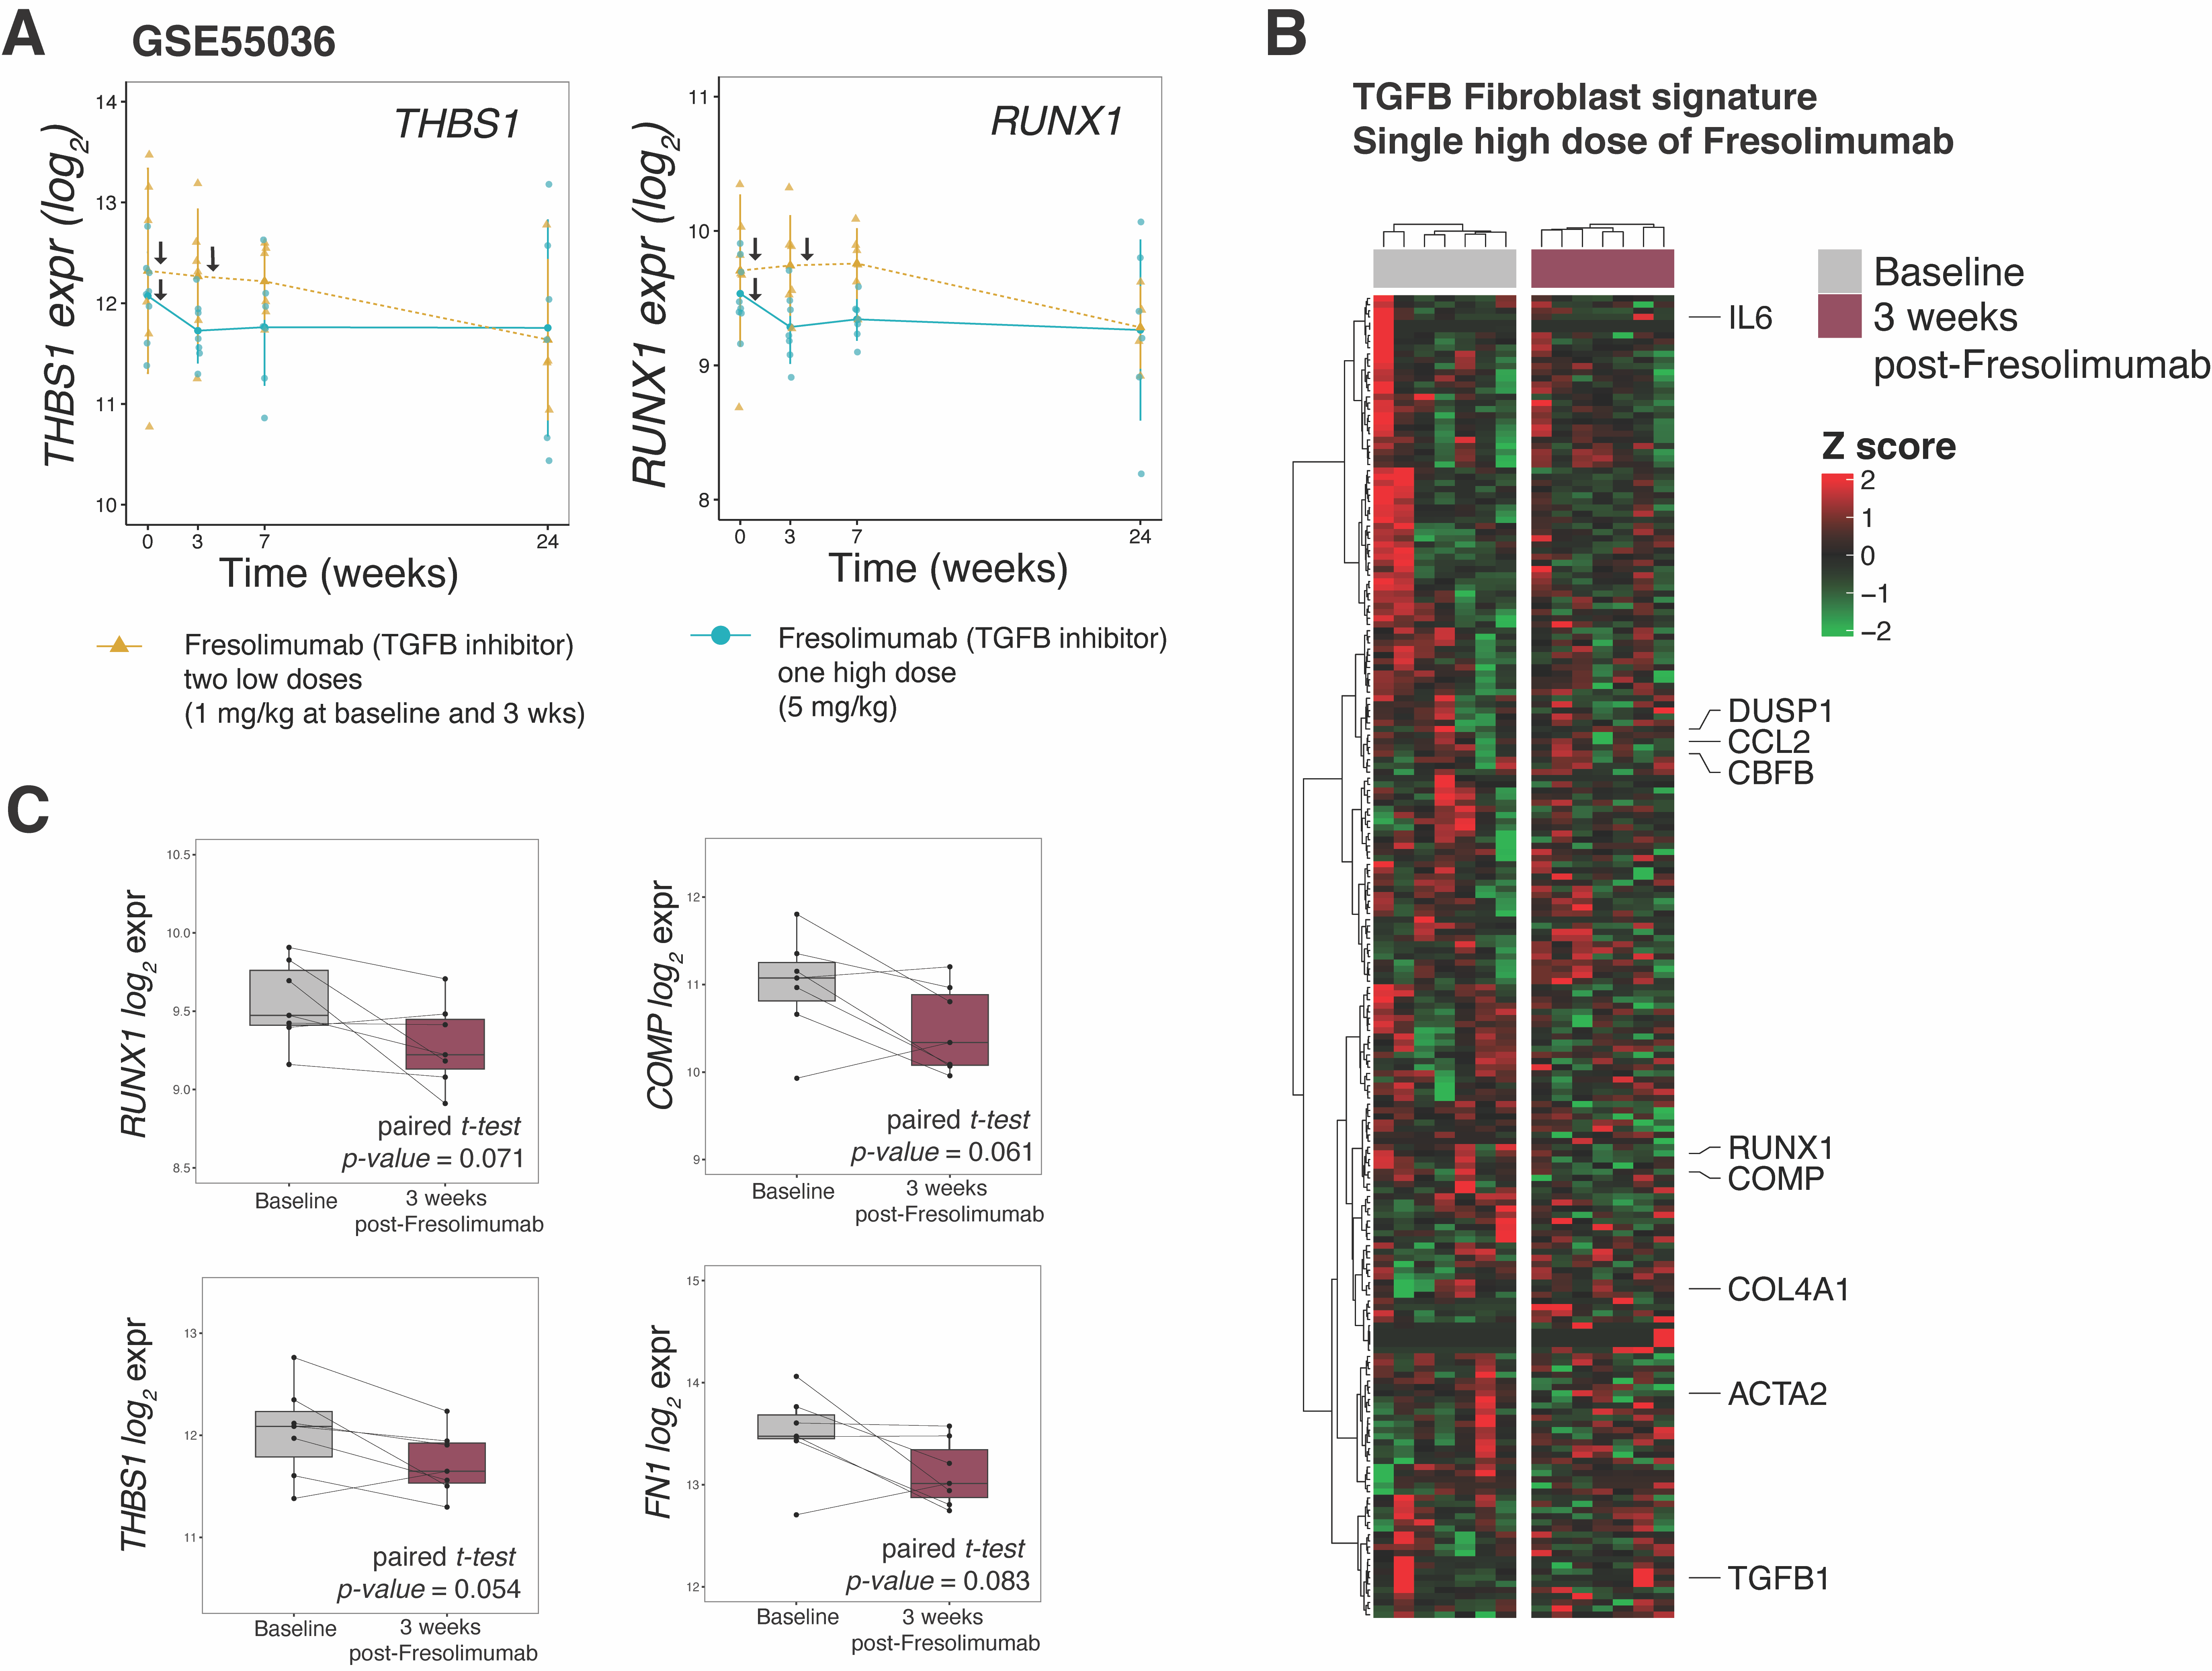

**Supplemental Figure 3.** **The** **TGF-β inhibitor fresolimumab reduces *RUNX1* expression in SSc skin.** (A) *THBS1* and *RUNX1* expression levels in dcSSc skin biopsies of patients who were given two low doses (1 mg/kg) of fresolimumab at weeks 1 and 3 in yellow (*N*=7); or a single high dose (5 mg/kg) of fresolimumab at week 1 in blue (*N*=7). The mid-forearm skin biopsies were collected at baseline and again at weeks 3, 7, and 24. (B) The heatmap of genes in the TGF-β fibroblast cell signature for patients who received a high dose of fresolimumab at baseline and again 3 weeks after treatment (*N*=7). (C) The expression of several genes including *RUNX1* and TGF-β pathway biomarkers such as *COMP*, *THBS1*, and *FN1*.

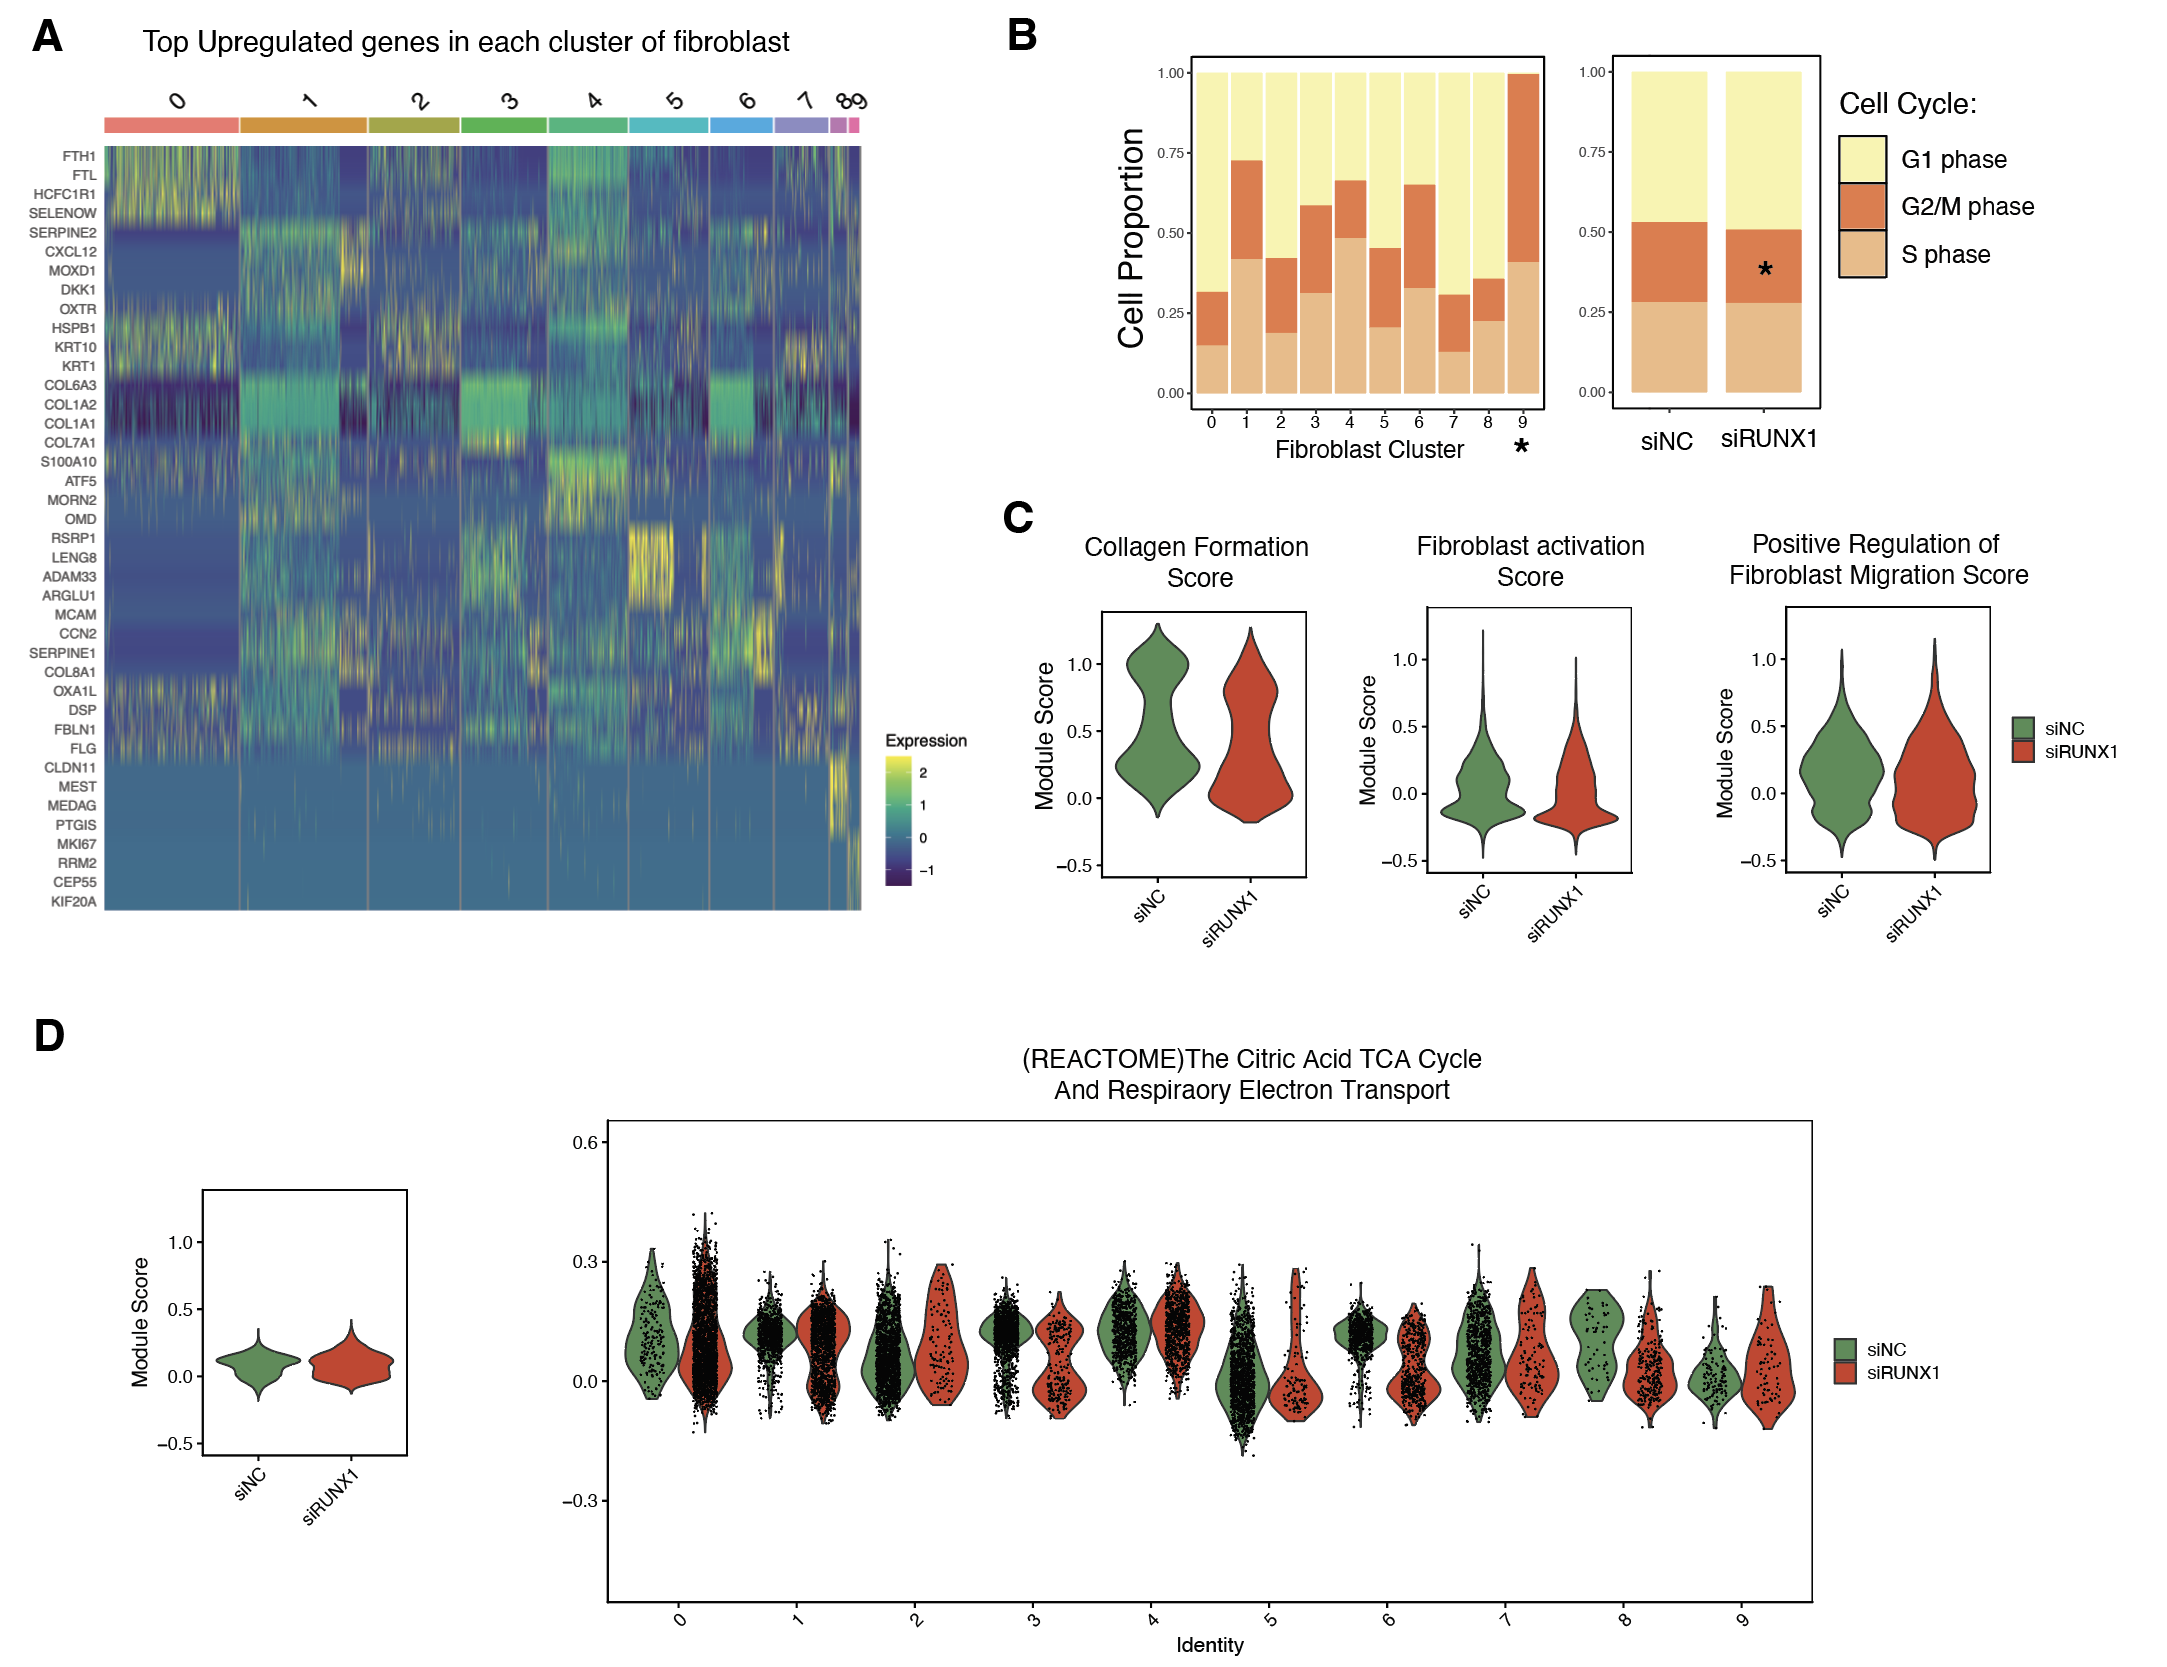

**Supplemental Figure 4.** **RUNX1 Knockdown in SSc fibroblast.** (A) Heatmap showing the top marker genes for each fibroblast cluster. (B) Proportion of cells in G1, G2/M, and S cell cycle phases in each cluster and treatment condition. P-value of Chi-squared test = 0.008 for all phases, and p-value = 0.005 for G2/M siRUNX1 vs siNC. (C) Module scores for collagen formation, fibroblast activation, and positive regulation of fibroblast migration gene sets. (D) Module scores for the Citric Acid TCA Cycle and Respiratory Electron Transport, that is lower for siRUNX1 samples particularly in cluster 0, 6, and 8.

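In line 1, 816 of 4160 thinned siNC cells were scored as G2/M (19.6%, Clopper-Pearson 95% interval 18.4 to 20.9), and 2292 of 11259 siRUNX1 cells (20.4%, 19.6 to 21.1). In line 2, 226 of 1180 siNC cells (19.2%, 16.9 to 21.5) and 560 of 3512 siRUNX1 cells (15.9%, 14.7 to 17.2) were in G2/M. S phase took 23.9% of siNC and 28.1% of siRUNX1 cells in line 1 and 27.6% and 26.2% in line 2. Without thinning, 4.66% of siNC and 9.84% of siRUNX1 cells of line 1 and 20.7% and 7.18% of line 2 were in G2/M, and 12.9%, 21.6%, 23.2% and 17.0% were in S phase. Cells with UMIs of at least 2 proliferation markers, such as *MKI67* and *TOP2A*, were rarer. After thinning they made up 0.144% of siNC and 0.187% of siRUNX1 cells of line 1 and 2.12% and 0.740% of line 2, and without it 0.654%, 0.458%, 1.04% and 1.96%. Phase calls also read free RNA, so no cycling is read from them alone, and with 2 libraries per treatment the shares of siNC and siRUNX1 were not tested.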

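Of 81 nuclear-encoded genes of the respiratory chain and ATP synthase, fixed before the data were examined, 43 were higher with siRUNX1 in both lines, 7 were lower in both and 31 went opposite ways, with median log2 ratios of 0.31 in line 1 and 0.04 in line 2. *NDUFA4*, a subunit gene of cytochrome c oxidase, was at 0.97 and −0.11, *ATP5F1E*, a subunit gene of ATP synthase, at 0.75 and 0.12 and *COX6A1* at 0.84 and −0.09. The list's median log2 fold change was 0.15 (adjusted p = 0.000108 from limma's camera, and adjusted p = 0.742 with an estimated correlation), and none of its genes passed edgeR's test. It was 0.0328 without the siNC library of line 1, 0.0443 without the siRUNX1 library of line 2 and 0.26 without the siNC library of line 2. Such fits no longer hold the same lines in both treatments, so these values also hold the difference between lines. Of 11 mitochondrially encoded genes, 1 was higher with siRUNX1 in both lines and 5 were lower in both, with *MT-CO3* at log2 ratios of 0.08 and −0.43 and *MT-ND4* at 0.07 and −0.51. Their median log2 fold change was −0.25 (adjusted p = 0.0197 from camera, and adjusted p = 0.742 with an estimated correlation). Of 16 citric acid cycle enzymes, 8 were higher in both lines and 0 were lower in both, with *FH*, the fumarase gene, at 0.50 and 0.04 (adjusted p of the list = 0.0607 from camera). Supplementary Table S4 names 42 genes under the TCA cycle and respiratory electron transport, chosen by the paper on the same cells. Of its 33 nuclear-encoded genes 24 were higher with siRUNX1 in both lines and 0 were lower in both, and of its 9 mitochondrially encoded genes 1 was higher and 4 were lower in both. After thinning, the module score of the 42 genes averaged 0.478 with siNC and 0.459 with siRUNX1 in line 1 and 0.622 and 0.620 in line 2. Without thinning it averaged 0.435 and 0.487 in line 1 and 0.652 and 0.663 in line 2. A score of the nuclear-encoded genes fixed beforehand averaged −0.0349 and −0.00247 in line 1 and 0.0244 and 0.0348 in line 2.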

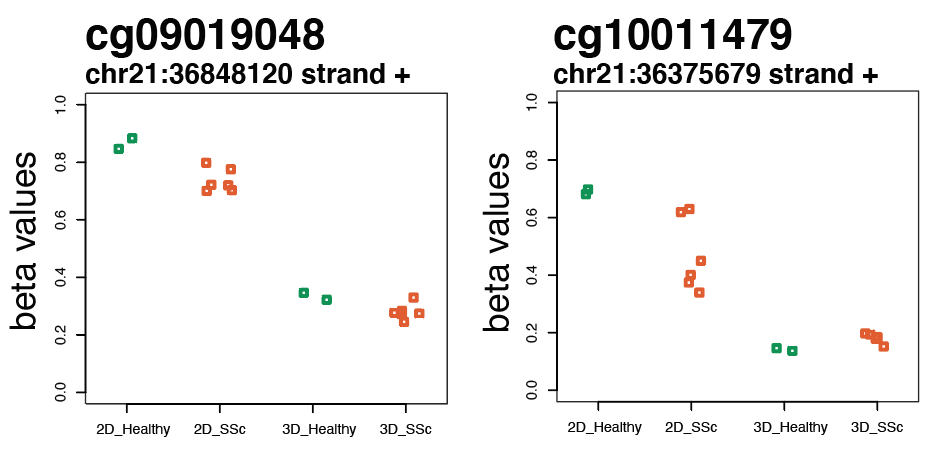

**Supplemental Figure 5.** The beta values of representative CpGs in *RUNX1* locus in 2D and 3D SSc and healthy conditions.

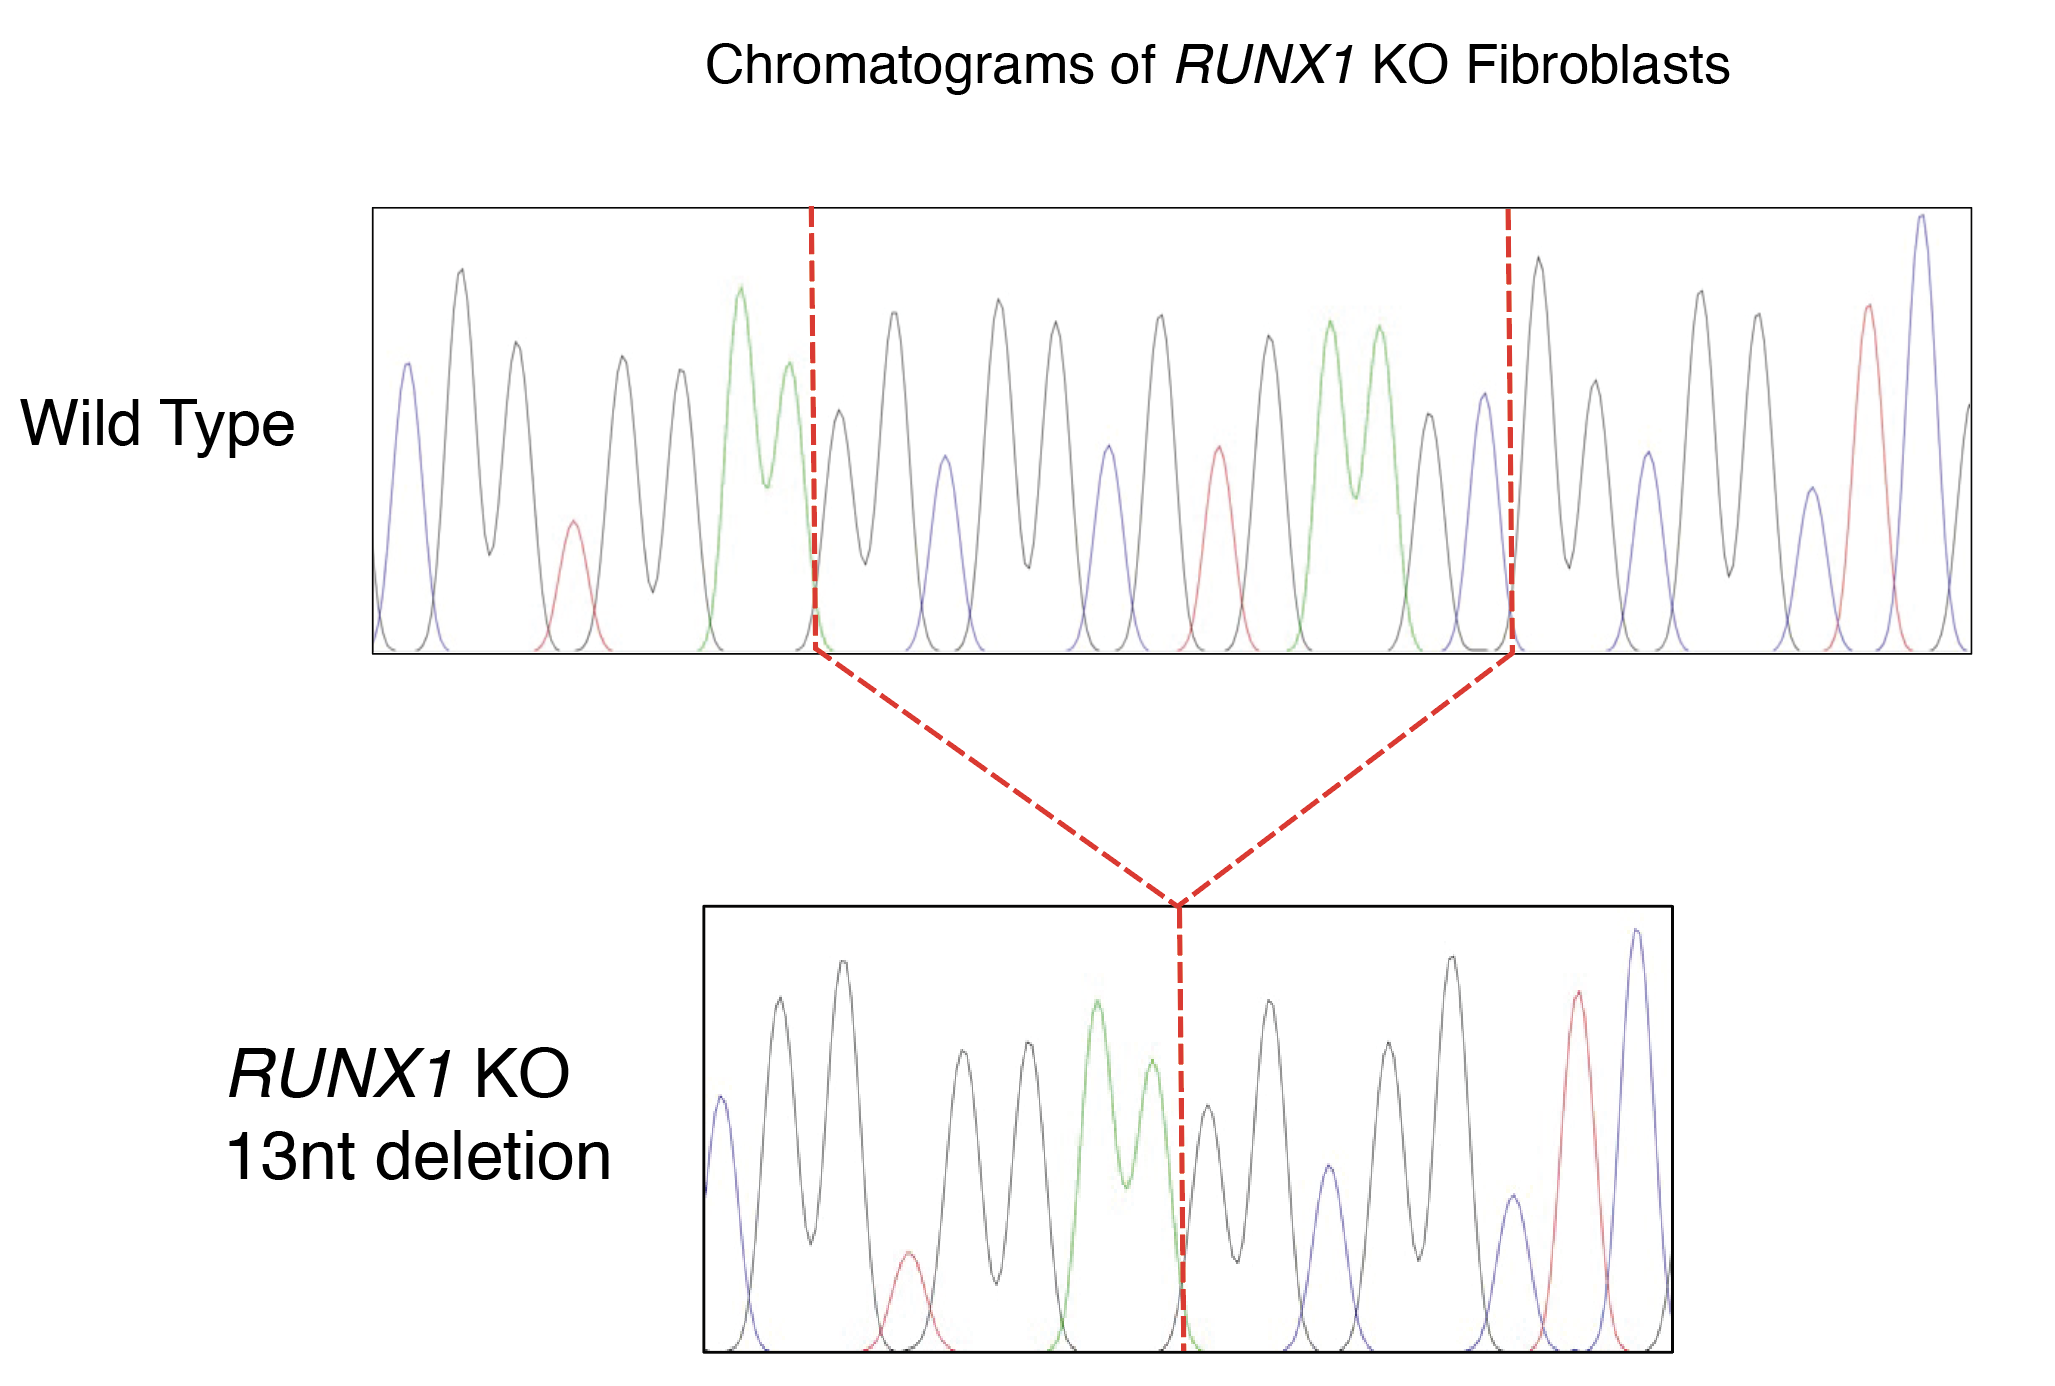

**Supplemental Figure 6.** Chromatograms of the homozygous RUNX1 KO fibroblast line and the wild type.

**Supplemental Figure 7.** Fold change mRNA expression of *FN1* and *COL1A1* in 10, 20, and 50 µM of Ro5-3335 treated SSc Fibroblasts.

How the deposited data were processed for this re-analysis (not part of the article)

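The single-cell data of RUNX1 knockdown come from dermal fibroblasts of 2 patients with SSc, kept as 2 lines. Cells of each line were seeded at 75000 per well and treated with siRUNX1 or siNC at 1 µM for 72 hours, which gave 4 libraries. Samples were mapped to line and treatment from the sample labels and the supplementary methods, and the replicate number is the line. Cells were fixed and read with the probe-based fixed RNA kit of 10X Genomics. The authors deposited raw UMI counts per gene and barcode for each library, from Cell Ranger 8.0.1 on hg38 with cell calling already applied. The annotation release is not given in the sources used here. The paper's text describes a later merging with the aggr pipeline, selection of variable genes and clustering, and it names no cell filter, resolution or integration for these libraries.

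From these counts, barcodes with at least 200 genes and under 10% of UMIs on the 11 mitochondrially encoded genes were kept. A total of 16 genes that could tell the sex of a donor were left out of every table and test. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and leidenalg 0.10.2 was used for cells, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 for tests. Kept cells held 3563715 to 48391065 UMIs per library. Intervals of counts are exact Poisson or conditional binomial intervals and intervals of shares are Clopper-Pearson intervals, at 95%, and they cover counting error only. Scrublet, as run in scanpy, marked 2 of 24201 cells as doublets (0.00826%), too few for the caller to have worked, so doublets were not removed, and leaving out the 5% of cells with the most UMIs was tried in its place.

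UMIs were summed per library over all kept cells. Genes were filtered with filterByExpr, which left 12679, scaled with TMM and tested with edgeR's quasi-likelihood test of siRUNX1 against siNC without a block, since the paper compared all cells of both treatments. Adjusted p-values follow Benjamini and Hochberg, with 0.05 as the threshold. The 2 libraries of a number come from the same line, so the numbers pair the samples, and their deviations from the treatment means correlated at 0.58. The common biological coefficient of variation was 37.6% without and 21.8% with the line as a block. The test was tested on simulated counts for 12583 genes with 200 genes changed: without the block it recovered 0 of 100 genes changed 2-fold and 0 of 100 changed 4-fold, and with the block 26 and 100, with 6 false calls. Gene lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, and with fry, in which no list passed.

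Gene lists and cell type markers were fixed before the data were examined. The lists are collagen chains, matrix glycoproteins and proteoglycans, collagen processing and crosslinking enzymes, matrix proteases and inhibitors, contractile and myofibroblast genes, TGF-*β* response genes, S phase genes, G2/M phase genes, the nuclear-encoded respiratory chain and ATP synthase, mitochondrially encoded genes, citric acid cycle enzymes, proteasome subunits, interferon response genes, inflammatory cytokines and NF-κB targets, immediate early and heat shock genes, the unfolded protein and amino acid stress response, p53 targets, Wnt pathway genes of fibroblasts, the RUNX family with its partner, and ribosomal proteins, of which 0 were measured. Genes named in the text are those the paper names for this experiment, fibrosis genes it names elsewhere, the 8 genes in each direction with the largest change among genes past the threshold at 10 CPM or more and the same way in both lines, and the 4 most abundant members of each list. Since no gene passed, the third part was filled with genes of smallest p that went the same way in both lines by at least 1.5-fold. Values in Figure 3 and Table S4 had been seen when the rule was written. Some genes that fall under this rule are not reported here.

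Shares of cells with a UMI, phases and scores were computed after each cell was thinned to 1000 UMIs. Phases and module scores follow the scanpy scoring, with 50 control genes drawn for each score, on counts scaled to 10000 per cell and log-transformed. Clusters come from 2000 variable genes, 30 principal components, 20 neighbours and Leiden at a resolution of 0.5, without integration. A cluster was called proliferating with at least 3 proliferation markers among its 10 leading genes, and fibroblast-like with at least 3 fibroblast markers found in 10% of its cells or more. It was left unnamed if at least 3 keratinocyte markers were among its leading genes, or if its median UMIs lay under 0.33 of its main library's and no fibroblast marker led it. Transcript lengths from a GENCODE annotation were used only as a property of genes, in a comparison with 10000 lists matched on length and expression (the list's genes were also resampled 10000 times for the spread of its median without cluster 7), and no coordinates are printed because the reference here is of another build than the files.

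The alternatives were DESeq2, library size scaling, no filter on low counts, other cell filters, cells with at least 1000 UMIs, thinning before summing, fibroblast-like clusters only, the line as a block, each library left out in turn, other thinning depths, resolutions of 0.3 and 0.8 and clusters of thinned cells. Others were added after the data had been seen: cells of 1000 to 3000 UMIs, cells without the barcodes of cluster 7, fibroblast-like clusters of thinned cells, and combinations of these and of DESeq2 with the block.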

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

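The tests on keratin transcripts, those on depth and on exchanged libraries for *RUNX1*, and the resampling of respiratory chain genes were chosen only after the result was seen.

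For the results given here siRUNX1 differed from siNC one way in line 1 and the opposite way in line 2. This holds over all cells or, for shares and the score, in cells thinned to 1000 UMIs. With 1 library per line and treatment, the difference between the lines was not tested. The log2 ratio of siRUNX1 to siNC in line 2 less that in line 1 was 0.20 for *FN1*, −1.07 for *LGR5*, 0.56 for *COMP*, 0.38 for *THBS1* and −2.67 for *MKI67*. The same difference of median log2 ratios was −0.46 for S phase genes, −0.76 for G2/M phase genes, −0.54 for interferon response genes and −3.95 for keratinocyte markers. For the share of thinned cells it was −3.95 percentage points in G2/M and −5.60 points in S phase, and for the ECM score −0.0672. Not all of these directions held in other cells. In cells of 1000 to 3000 UMIs the ratios of CPM in lines 1 and 2 were 0.937 and 0.597 for *LGR5* and 0.967 and 0.923 for *THBS1*. In thinned cells they were 1.02 (0.914 to 1.14) and 0.573, and 0.771 and 1.05. The ECM score differed by 0.0651 and 0.183 without thinning and by −0.0131 and −0.102 at 2000 UMIs. It stayed opposite at 500 UMIs (0.0517 and −0.0222) and with the skin filter (0.127 and −0.0606). The opposite directions of *FN1* and *COMP* depend on the cells compared: without cluster 7 the ratios in lines 1 and 2 were 0.885 and 1.09 for *FN1* and 0.704 and 1.11 for *COMP*, in cells of 1000 to 3000 UMIs they were the other way round (1.50 and 0.773, 1.34 and 0.633), and in cells thinned before summing both genes were below 1 in both lines (log2 ratios −0.20 and −0.11, −0.40 and −0.37).

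Transcripts of epidermal keratinocytes were found in most barcodes of these fibroblast cultures, with a UMI of *KRT1*, *KRT2*, *KRT5*, *KRT10*, *KRT14* or *FLG* in 79.5% of siNC and 94.7% of siRUNX1 cells of line 1 and in 98.3% and 97.9% in line 2. Keratinocytes among the barcodes, or doublets with them, are argued against by 0 of 24201 barcodes with over 20% of UMIs on 17 keratinocyte markers, the highest share being 5.77%. Free RNA from epidermal cells shared by the 4 libraries stays open: the shares of the 6 genes in their sum differed by at most 1.43-fold between libraries, while the sum was 336, 1044, 8024 and 1807 CPM, but these genes were chosen after the data were seen, and *PERP* went from 35.4% to 5.72% and *DSP* from 17.5% to 6.62% of the UMIs of all 17 markers. An effect of the knockdown on the level of these genes stays open as well. Over all cells 0 of 17 markers went the same way in both lines, but they had been singled out for that and vary together. Per cell, UMIs of the 6 genes numbered 2.49 with siNC and 4.36 with siRUNX1 in line 1, and 6.63 and 7.05 in line 2. Between libraries their sum differed up to 23.9-fold in CPM and 2.83-fold per cell, while mean UMIs per cell differed up to 8.95-fold. Where such RNA came from was not tested.

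Nuclear-encoded respiratory chain genes had a median log2 ratio in line 1 that lay 0.22 above that of all genes. The short length of these transcripts (median 1191 against 3614.5 bases for all genes) is argued against as the whole cause, because random lists matched on length and expression had a median of 0.21, with 95% of them from 0.15 to 0.28, and the list's 0.31 lay at percentile 99.91. A difference in UMIs per cell stays open: in cells of 1000 to 3000 UMIs the excess was 1.13, but 528 of the 717 siNC cells in that range are of cluster 7, led by *CEP295NL* and *RSRP1*, against 7 of the 3405 siRUNX1 cells, so that the bound set beforehand compares other kinds of barcode. Barcodes of cluster 7 stay open as well, since without them the excess was 0.17, and its range over resampled genes, 0.0649 to 0.27, includes 0.5 of the value over all cells (0.11). An effect of siRUNX1 in line 1 and an unmeasured difference between its libraries stay open too, and in line 2 the list's 0.04 lay at percentile 48.8 of its matched lists.

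*RUNX1* had a ratio of siRUNX1 to siNC of 0.703 in line 1 and of 0.932 in line 2. For the low depth of the siNC library of line 2, the ratio of *RUNX1* CPM in cells of 1000 to 3000 UMIs of that line was 1.20 (1.00 to 1.43). In thinned cells it was 1.16 (0.956 to 1.42), so no lower level was measured with siRUNX1 in line 2 at matched depth. For exchanged libraries in line 2, the upper bound over all cells was 1.04, against the 1.36 that an exchange with the effect of line 1 needs. In cells of 1000 to 3000 UMIs that 1.36 lay within the interval. *CBFB* as labelled was at 0.763 in that line, and *COL1A1* was at 0.888 and 0.770 in lines 1 and 2. Across all genes the log2 ratios of the lines had a Pearson correlation of −0.26. For the barcodes of cluster 7, the *RUNX1* ratio without them was 0.754 in line 1, with an upper bound of 0.788, and 0.915 in line 2, with a lower bound of 0.825. These bounds cover counting error only, and with 1 library per line and treatment the spread between libraries is not known, so all of these explanations stay open, also the bound on cluster 7 set beforehand. A difference between donors or in the uptake of siRNA was not tested, and the paper gives no qPCR or protein value for these cultures beside Fig 3F.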

How the results depend on the processing

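Across 24 alternatives the log2 fold changes of *RUNX1* (−0.71 to −0.12) and *CBFB* (−0.93 to −0.17) kept their sign and none passed. These fold changes take both lines together. In line 2 alone the *RUNX1* ratio was 0.932 over all cells. At matched depth its ratio of CPM was 1.16 (0.956 to 1.42) in thinned cells and 1.20 (1.00 to 1.43) in cells of 1000 to 3000 UMIs. With the line as a block, edgeR called 0 genes higher and 0 lower. The block ended the camera call of keratinocyte markers (adjusted p = 0.290) and changed no other call. DESeq2 with the block called 1 gene lower, *HOXB3*, and the block on thinned cells called 1 higher, *PDGFD*, and 30 lower. Of those 30, 26 are among the 1% of genes most enriched in cluster 7, and 0 were called without its barcodes, where edgeR's prior degrees of freedom were 8.43 and not 214.4 and the log2 fold change of *PDGFD* was 1.01 and not 1.16. Leaving out 1 library gave 0 to 189 genes lower, with 189 without siNC of line 1, a log2 fold change of *COL1A1* from −1.45 to 0.86, and medians from −0.70 to 0.49 for collagens, −0.32 to 0.60 for matrix glycoproteins, −0.63 to 0.91 for the G2/M list and 0.0328 to 0.26 for respiratory genes. In cells of 1000 to 3000 UMIs, *COL1A1* was at 0.68 and the collagen, glycoprotein and respiratory medians at 0.65, 0.73 and 0.50, and with the block at 0.37, 0.50, 0.69 and 0.62. The skin filter gave medians of −0.32, 0.0947 and 0.45 and left 3437 siNC and 9717 siRUNX1 cells, and 5340 siNC cells had at least 1000 UMIs. Fibroblast-like clusters alone gave −0.26 and −0.12 for collagens and glycoproteins. The glycoprotein median was also 0.14 without TMM, 0.13 with the block on cells of at least 1000 UMIs, 0.15 without the cells of most UMIs, 0.11 in fibroblast-like clusters of thinned cells, and 0.12, 0.13 with the block and 0.01 with the block and thinning without cluster 7 (0.00745). Without thinning, differences of siRUNX1 less siNC were −4.18 points for G2/M, 0.124 and 0.0521 for the ECM scores of 121 and of Table S4 genes, and 0.0522 and 0.0317 for the respiratory scores of fixed and Table S4 genes. At 2000 UMIs, where 97.8% of siNC cells of line 2 are left out, they were −5.05 for G2/M, −3.08 for S phase, −0.0574, −0.118, 0.0427 and 0.0677. At 500 UMIs the respiratory score of Table S4 genes was −0.0319, and with the skin filter the Table S4 ECM score was −0.0260 and the respiratory scores 0.0393 and 0.0419. Averaged over the lines, the G2/M difference was −1.23 points at 1000 UMIs and −0.706 at 500 UMIs. With the skin filter it turned to 0.499 points, with 5.07 in line 1 and −4.07 in line 2. The proliferating cluster differed by −0.958 points in clusters of thinned cells and −0.423 with the skin filter, and 3 clusters were over 66.7% of siRUNX1 cells at a resolution of 0.3 and after thinning. The alternatives added after the data were seen are those with 1000 to 3000 UMIs, without cluster 7, without the cells of most UMIs, of thinned fibroblast-like clusters, and the block with DESeq2 or thinning. Beyond fewer cells or libraries in a setting, the cause was not tested. Depth limits the shares most in siNC cells of line 2.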

Differences from the paper's values

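The paper's counts of cells are 7544 with siRUNX1 and 5738 with siNC, and here 15300 and 8901 cells passed the filter. For siRUNX1 the skin filter (9717) falls within 1.5-fold of the paper's count, and no filter (15954), at least 500 genes (14986) and at least 1000 UMIs (14771) do not. For siNC at least 500 genes (6745) and at least 1000 UMIs (5340) do, and no filter (10097) and the skin filter (3437) do not. The paper states no filter for these libraries, and no setting reached both counts.

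The paper's shares of cells in Fig 3K were read by eye, and those here are over all cells of a treatment after thinning to 1000 UMIs. The paper's text does not state when a cell counts as expressing a gene, while here any UMI counts. Without thinning, 100% of cells of every library held a *COL1A1* UMI, so the paper's shares may be another measure than those here. A share is said to differ where it lies over 1.5-fold from the paper's and by more than the SD between the 2 libraries of the treatment. *COL1A1* was at about 60% with siRUNX1 in Fig 3K and 100% here, also under each alternative. *FN1* was at about 62% with siNC and about 48% with siRUNX1 in Fig 3K, and at 99.6% and 99.8% here, and each alternative differed too. *THBS1* with siRUNX1 was at about 50% in Fig 3K and at 91.9% here, and *LUM* with siRUNX1 was at about 42% in Fig 3K and at 84.8% here, and for both each alternative differed too. *ACTA2* with siRUNX1 was at about 30% in Fig 3K and at 56.5% here. For it thinning to 500 UMIs (40.8%) did not differ, and no thinning (80.8%), 2000 UMIs (72.4%) and the skin filter (54.8%) did. *COL4A1* was at about 35% with siNC and about 28% with siRUNX1 in Fig 3K, and at 20.0% and 18.4% here. For siNC no thinning (36.6%) and 2000 UMIs (38.4%) did not differ, and 500 UMIs (9.71%) and the skin filter (17.5%) did. For siRUNX1 2000 UMIs (30.9%) did not differ, and no thinning (44.8%), 500 UMIs (9.78%) and the skin filter (17.6%) did. *LGR5* was at about 16% with siNC and about 13% with siRUNX1 in Fig 3K, and at 7.51% and 7.18% here. For both no thinning (15.7% and 19.8%) and 2000 UMIs (12.8% and 12.7%) did not differ, and 500 UMIs (3.62% and 4.12%) and the skin filter (7.47% and 7.39%) did. The libraries lay far apart without thinning (SD 15.2 and 9.47 points for *LGR5*).

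The paper states that *ACTA2*, *LUM* and *COL8A1*, with 5 other genes, were found in a lower percentage of siRUNX1 cells. Over its 8 genes and all cells, the ratio of siRUNX1 to siNC was below 1 in both lines for *COL1A1* (0.888 and 0.770) and *COL4A1* (0.914 and 0.999), above 1 in both for *LUM* (1.88 and 1.19), *ACTA2* (1.66 and 1.25) and *COL8A1* (1.20 and 1.51), and went opposite ways for *FN1*, *COMP* and *LGR5*. In cells of 1000 to 3000 UMIs the ratios of CPM in lines 1 and 2 were 2.12 and 0.708 for *ACTA2*, 3.42 and 0.888 for *LUM*, 1.34 and 1.05 for *COL8A1*, 1.50 and 0.773 for *FN1* and 1.34 and 0.633 for *COMP*, with 528 of the 717 siNC cells of line 1 in that range from cluster 7, and in thinned cells *FN1* (0.873 and 0.924) and *COMP* (0.759 and 0.775) were lower in both lines, as in the paper. *LGR5* was at 0.937 (0.775 to 1.14) and 0.597 (0.440 to 0.812) in cells of 1000 to 3000 UMIs. In thinned cells it was at 1.02 (0.914 to 1.14) and 0.573 (0.421 to 0.785). The thinned share of *COL4A1* was lower with siRUNX1 in both lines (−1.41 and −1.97 points), as in the paper, whose text describes no thinning, and that of *COL8A1* was higher in both (2.02 and 4.44 points). The *COL8A1* share was also higher in both at 500 UMIs (0.637 and 5.79). It was lower in line 2 at 2000 UMIs (−11.4) and with the skin filter (−2.69), and in line 1 without thinning (−5.14). The *COL4A1* share was also lower in both at 2000 UMIs (−6.38 and −10.0). It was higher in line 1 with the skin filter (1.64) and in line 2 without thinning (24.2). The thinned share of *COMP* was lower in both (−3.71 and −6.55 points), but in line 2 it goes against the CPM over all cells. The *COMP* share was also lower in both at 500 UMIs (−1.78 and −1.50), at 2000 UMIs (−5.38 and −8.85) and with the skin filter (−0.778 and −7.80). It was higher in line 2 without thinning (19.4), and in both lines with the skin filter without thinning (7.92 and 11.9). No order is read from the share of *COMP* or from those of *FN1*, *LUM* and *ACTA2*. It states a markedly lower *RUNX1* level with siRUNX1, and here the ratio was 0.703 in line 1 and 0.932 in line 2, with an interval that includes 1. The *CBFB* ratio was 0.897 and 0.763, and 0.938 in line 1 without the barcodes of cluster 7, with an interval (0.871 to 1.01) that includes 1, and the gene did not pass edgeR's test.

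The paper states fewer siRUNX1 cells in G2/M, from a chi-squared test that took cells as replicates, while libraries are compared here. The share of thinned cells was 0.742 points higher with siRUNX1 in line 1 and 3.21 points lower in line 2 (a difference of −3.21). It states that its proliferative cluster was mostly of siNC cells, and here siNC made up 58.2% of that cluster after scaling, 68.0% in clusters of thinned cells and 78.3% with the skin filter. With every library scaled alike, siRUNX1 made up 50.9%, 26.1% and 31.8% of these clusters in the same order.

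The paper states a substantial number of differentially expressed genes, from a test that took cells as replicates. At the same adjusted p threshold, edgeR called 0 genes here. On simulated counts that test recovered 0 of 100 genes changed 4-fold, so its 0 calls cannot be set against the paper's number. With the line as a block on all cells, edgeR also called 0. The block on thinned cells, chosen after the values were seen, called 31. The paper states a lower ECM score with siRUNX1. The score of 121 genes was higher in line 1 by 0.0398 and lower in line 2 (−0.0274), and that of the Table S4 genes was lower in both (−0.0665 and −0.0406). It states a lower TCA cycle and respiratory score, and here the score of the Table S4 genes differed by −0.0192 and −0.00191 in lines 1 and 2, while that of nuclear-encoded genes differed by 0.0325 and 0.0104.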

Other observations

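The tests on lists below were fixed before the data were examined, and the values by UMIs per cell and for cluster 7 were looked at only after the results were seen.

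No signalling or stress gene of the lists below passed edgeR's test, also when adjusted over the list alone. Of 29 TGF-*β* response genes, 8 were higher with siRUNX1 in both lines, 7 were lower in both and 14 went opposite ways, with *CCN2* at log2 ratios of 0.42 and 0.19 in lines 1 and 2 (adjusted p of the list = 0.909 from limma's camera). In line 2 the ratio of *CCN2* CPM, without TMM scaling, was 0.825 in thinned cells and 0.564 in cells of 1000 to 3000 UMIs. Of 35 proteasome subunits, 15 were higher in both lines and 3 were lower in both, with *PSMB1* at 0.48 and 0.06 and *PSMD1* at 0.47 and 0.01 (adjusted p = 0.000644 from camera, and adjusted p = 0.742 with an estimated correlation). Of 25 interferon response genes, 4 were higher and 7 lower in both lines, with *IFI6* at 0.27 and −0.83 (adjusted p = 0.0222 from camera, and adjusted p = 0.742 with an estimated correlation). Of 22 Wnt pathway genes of fibroblasts, 10 were higher and 4 lower in both lines, with the antagonist gene *DKK3* at 0.40 and 0.29, *DKK1* at 0.42 and 0.26 and the receptor gene *LGR4* at 0.63 and 0.15 (adjusted p = 0.101 from camera).

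Of 18 inflammatory cytokines and NF-κB targets, 6 were higher and 6 lower in both lines, with the chemokine gene *CXCL12* at 0.48 and 0.70 and *NFKBIA* at 0.20 and −0.55 (adjusted p = 0.998 from limma's camera). *CCL2* was counted with 20 and 39 UMIs in line 1 and 30 and 284 in line 2, siNC first. After scaling, its ratio of siRUNX1 to siNC was 1.48 (0.841 to 2.67) in line 1 and 2.33 (1.60 to 3.52) in line 2. In thinned cells of line 2 the ratio of *CCL2* CPM was 1.77 (0.921 to 3.74). Of 22 immediate early and heat shock genes, 9 were higher and 4 lower in both lines, with *HSPB1* at 1.16 and −0.49 (adjusted p = 0.581). Of 23 genes of the unfolded protein and amino acid stress response, 7 were higher and 5 lower in both lines, with the chaperone gene *CALR* at 0.65 and 0.16 (adjusted p = 0.746). Of 24 p53 targets, 10 were higher and 3 lower in both lines, with *CDKN1A* at 0.10 and 0.05 and *MDM2* at −0.44 and 0.26 (adjusted p = 0.190). Of the fibrosis genes that the paper names elsewhere, *SFRP2* was at log2 ratios of 0.35 and 0.30, *POSTN* at 0.22 and 0.11, *TNC* at 0.00 and 0.59, *PRSS23* at 0.36 and 0.05, *TGFB1* at 0.51 and 0.20, *SFRP4* at 0.04 and 0.23 and *DIO2* at −0.51 and −0.61, and none passed. In line 2 the ratio of *PRSS23* CPM, without TMM scaling, was 0.905 (0.874 to 0.937) in thinned cells. It was 0.762 (0.737 to 0.788) in cells of 1000 to 3000 UMIs.

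Among cell type markers, the median log2 ratio in lines 1 and 2 was −0.06 and 0.22 for 16 fibroblast markers, 1.77 and −2.18 for 17 keratinocyte markers, 0.96 and −1.85 for 6 endothelial markers, 0.22 and −2.37 for 3 adipocyte markers, 0.85 and −1.53 for 3 melanocyte markers, 0.89 and −0.46 for 10 proliferation markers, −0.02 and −0.11 for 7 pericyte markers and −0.04 and −0.55 for 4 myeloid markers. It was 0.29 and −0.34 for T and NK cells, −0.06 and 0.82 for B and plasma cells, 0.18 and 0.74 for mast cells and −0.03 and 0.86 for Schwann cells, with 2 markers each. Of these lists, limma's camera gave an adjusted p of 0.00296 for keratinocyte markers, which was 0.870 with an estimated correlation. With the fibroblast line as a block, camera no longer called this list.

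The 2 libraries of a line were closer to each other than to those of the other line, with Pearson correlations of log2 CPM across genes of 0.979 in line 1 and 0.961 in line 2. The siNC libraries correlated at 0.888 and the siRUNX1 libraries at 0.959. Among 8357 genes at 10 CPM or more, 0 were over 2-fold higher with siRUNX1 in both lines, 2 were over 2-fold lower in both and 64 were over 2-fold apart in opposite ways, and 55.1% went the same way.

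Barcodes of few UMIs in the siNC library of line 1 differed from the rest. *RUNX1* was at 350.2 CPM in its cells of 1000 to 3000 UMIs, against 132 CPM over all its cells, and at 115 CPM in such cells of siNC in line 2. The ratio of siRUNX1 to siNC in cells of this range was 0.262 in line 1. Without the barcodes of cluster 7 the *RUNX1* ratio over all cells was 0.754 in line 1 and 0.915 in line 2. The 30 genes called lower with the line as a block on thinned cells, among them *HOXB4*, *HOXB3*, *PILRB*, *NKTR*, *CREBZF*, *CCNL2* and *RSRP1*, had median log2 ratios of −1.14 in line 1 and −0.47 in line 2, and these genes were chosen after their values were seen. Of these, *NKTR* had a log2 fold change of −2.05 and *CREBZF* of −2.14 in that fit, and of −1.72 and −1.61 without the barcodes of cluster 7, where neither passed.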
